# HNF4A guides the MLL4 complex to establish and maintain H3K4me1 at gene regulatory elements

**DOI:** 10.1038/s42003-024-05835-0

**Published:** 2024-01-31

**Authors:** Avinash Thakur, Kwangjin Park, Rebecca Cullum, Bettina M. Fuglerud, Mina Khoshnoodi, Sibyl Drissler, Tabea L. Stephan, Jeremy Lotto, Donghwan Kim, Frank J. Gonzalez, Pamela A. Hoodless

**Keywords:** Epigenetics, Cell biology, Transcriptional regulatory elements

## Abstract

Hepatocyte nuclear factor 4A (HNF4A/NR2a1), a transcriptional regulator of hepatocyte identity, controls genes that are crucial for liver functions, primarily through binding to enhancers. In mammalian cells, active and primed enhancers are marked by monomethylation of histone 3 (H3) at lysine 4 (K4) (H3K4me1) in a cell type-specific manner. How this modification is established and maintained at enhancers in connection with transcription factors (TFs) remains unknown. Using analysis of genome-wide histone modifications, TF binding, chromatin accessibility and gene expression, we show that HNF4A is essential for an active chromatin state. Using HNF4A loss and gain of function experiments in vivo and in cell lines in vitro, we show that HNF4A affects H3K4me1, H3K27ac and chromatin accessibility, highlighting its contribution to the establishment and maintenance of a transcriptionally permissive epigenetic state. Mechanistically, HNF4A interacts with the mixed-lineage leukaemia 4 (MLL4) complex facilitating recruitment to HNF4A-bound regions. Our findings indicate that HNF4A enriches H3K4me1, H3K27ac and establishes chromatin opening at transcriptional regulatory regions.

## Abstract (web summary)

An interaction between hepatocyte nuclear factor 4A (HNF4A) and the MLL4 complex is important for histone modifications at cis regulatory regions to alter gene expression in vivo and in vitro.

## Introduction

Hepatocyte nuclear factor 4A (HNF4A, aka NR2a1) belongs to the nuclear receptor family of transcription factors (TF)^1^ and functions to control cell identity^2,3^ in hepatocytes^4,5^, renal proximal tubular cells^6^ and enterocytes^7,8^. In adult mouse liver, HNF4A inhibits hepatocyte proliferation^9,10^, and during liver regeneration, it promotes reacquisition of the differentiated phenotype^11^. Induced HNF4A expression, in combination with other TFs, converts fibroblasts to induced hepatocyte-like cells^12–14^. A FOXA factor and HNF4A are sufficient to drive the liver-specific gene expression program, suggesting that these two factors are key in initiating changes^12^. In liver disorders, HNF4A attenuates liver fibrosis and cirrhosis^15^ while its loss induces dedifferentiation, upregulation of genes involved in cancer^10^ and growth of hepatocellular carcinoma (HCC)^16,17^. Overall, HNF4A plays a major role in the balance between hepatic cell proliferation, differentiation and maintenance of cell identity.

In liver, HNF4A is also a critical regulator of epithelial to mesenchyme transition or the reverse (EMT/MET)^18^ as silencing in mature hepatocytes results in upregulation of *Snai2/Slug* and activation of the mesenchymal gene program leading to EMT^19^. Conversely, forced overexpression of HNF4A can induce MET in hepatoma cells^17^ and blocks EMT and HCC initiation in rat models, suggesting its role as a tumour suppressor in liver^16^. Although, HNF4A drives a cell-type-specific gene expression program, the molecular mechanism through which HNF4A exerts its functions is not well understood.

Gene expression is regulated by diverse cis-regulatory elements, known as promoters, enhancers, insulators and silencers, which recruit proteins to act on chromatin. Among these, enhancers play a key role in controlling the expression of genes that establish cell identity and function as a binding platform for TFs. In the case of HNF4A, the majority of DNA-binding sites are found at enhancers. The ability of a TF to activate gene expression depends on the recruitment of co-activator proteins to these elements^20,21^. These co-activators may not bind DNA directly and instead function as either histone modifiers (for example, the histone acetyltransferase p300)^22^, and/or chromatin remodellers^23^ that act by establishing enhancer-promoter interactions to activate or repress gene expression^24–26^.

Histones can be modified with additions of methyl-, acetyl-, phospho- and ubiquityl groups, among others, to change the chromatin conformation and accessibility of DNA^27,28^. Enhancers are marked with a unique set of epigenetic signatures^29–31^ with methylation of histone 3 at lysine 4 (H3K4me) as a key histone modification^32^. Monomethylation on H3K4 (H3K4me1) in combination with acetylation of H3 at K27 (H3K27ac) designates the active enhancer state^33^ while H3K4me1 alone, or with trimethylation of H3K27 (H3K27me3), defines a primed or repressed enhancer, respectively^30^. Of note, H3K4me1 specifically is involved in nucleosome positioning at enhancers and loss of H3K4me1 reduces H3K27ac levels. In contrast, H3K27ac has a stronger influence on enhancer transcription^34^. Mixed-lineage leukaemia 4 (MLL4, also known as KMT2D), alongside the closely related MLL3 (KMT2C), is a histone methyltransferase that establishes H3K4me1/2 at enhancers in mammalian cells^35–37^. MLL4 exists in a multi-protein complex containing the core components WDR5, ASH2L, RBBP5 and DPY30^38,39^ and other complex-specific proteins, such as PAGR1 (previously known as PA1), KDM6A (UTX), NCOA6 and PAXIP1 (PTIP)^37,40^.

Loss of function mutations in MLL4 reduce global H3K4me1 levels, cause abnormal gene expression, and lead to developmental defects or cancer^37^. Interestingly, while MLL4 is required for cell fate transition, not all enhancers are primed prior to differentiation and MLL4 is not required for the maintenance of cell identity^41^. MLL4 binding at enhancers has been shown to coincide with the binding of master regulators^42–44^. While some studies show that signalling-dependent and cell type-specific TFs are capable of recruiting MLL4 to establish H3K4me1 at enhancers^44–47^, whether HNF4A has this function is not known.

While we previously showed that HNF4A is required for active histone and DNA signatures at enhancers^48^, its involvement in establishing the primed state that is laid down prior to activation was not examined. HNF4A bound regions (HBRs) are flanked by nucleosomes marked with H3K4me1^48–50^, leading us to question whether HNF4A contributes to the establishment and maintenance of H3K4me1 at HBRs. In this study, we used a liver-specific, HNF4A conditional knockout (cKO) mouse model and cell line expression models to analyze how HNF4A affects H3K4me1, H3K27ac and chromatin accessibility. Importantly, our data indicate that HNF4A is required for the maintenance of H3K4me1, H3K27ac and the open chromatin state at HBRs in vivo, and can establish these epigenetic features in unmarked chromatin when ectopically expressed in cell lines. Furthermore, although FOXA factors act as pioneer factors in hepatocytes^51,52^, we show that FOXA factors are not always required for accessibility at HBRs. Finally, we demonstrate that HNF4A interacts with the MLL4 histone methyltransferase complex and recruits it to HBRs. Overall, our data support a role for HNF4A in facilitating the establishment of H3K4me1 to initiate activation of regulatory regions to activate gene expression that controls cell fate.

## Results

### HNF4A depletion in adult mouse liver alters histone modifications and chromatin accessibility

We previously mapped HNF4A bound regions (HBRs) genome-wide in adult mouse liver and showed that the majority of HNF4A bound enhancers had a high level of H3K4me1^48,49^. Although a “hallmark” of a functional distal regulatory element is the presence of H3K4me1^32^, the mechanism that establishes and maintains H3K4me1 in relation to TF binding is not well understood. To address the connection between HNF4A binding and H3K4me1 maintenance, we used an *Albumin* promoter-driven Cre mouse strain (*Alb-CreER*^*T2*^) crossed with a floxed HNF4A allele to generate a tamoxifen-inducible, hepatocyte-specific deletion of HNF4A in adult livers (*Hnf4a* cKO liver)^10^ (Supplementary Fig. 1a). With tamoxifen treatment, HNF4A is effectively depleted in hepatocytes within 1 week as confirmed by western blot (Supplementary Figs. 1b and 7a) and we could examine the effects of acute HNF4A loss on histone modifications and chromatin in the adult liver. We performed genome-wide sequencing to map histone modifications (ChIP-seq and CUT&Tag) and chromatin accessibility (ATAC-seq) in control and *Hnf4a* cKO adult mouse livers (Fig. 1a). In agreement with recent papers^50,53^, we observed reduced levels of H3K4me1 in cKO livers at locations normally occupied by HNF4A (Fig. 1b). Of note, the Qu et al. dataset used a mouse model where HNF4A was deleted from liver cells during embryo development and it remained deleted as the mouse matured to adulthood, while our study maps chromatin changes that occurred following the loss of HNF4A in the adult, suggesting that HNF4A is required to maintain H3K4me1 at HBRs. While our previous data^48^ showed that loss of HNF4A caused a reduction in H3K27ac at a few sites that we examined, CUT&Tag on control and cKO livers identified changes on a genome-wide scale and showed reduction of H3K27ac at HBRs (Fig. 1b). Similarly, chromatin accessibility was modestly reduced at HBRs after deletion of *Hnf4a* (Fig. 1a, b). The genomic regions containing *Ido2* (Fig. 1c) and *Numa1* (Supplementary Fig. 1c) show examples of HNF4A-bound regions with reduced H3K4me1, H3K27ac and chromatin accessibility in the *Hnf4a* cKO livers. Of note, the composite profile plot of H3K4me1 ChIP-seq data shows higher H3K4me1 flanking HBRs in control livers but peaks centered at what would be the HBRs in cKO livers (Fig. 1b), indicating a shift in the positioning of the H3K4me1 marked nucleosomes that normally flank an HBR. This suggests that without HNF4A, the nucleosome positioning is disrupted, which may be a result of the fact that the loss of H3K4me1 reduces H3 eviction from the region^34^. This effect may relate to the loss of chromatin interactions at HNF4A bound enhancers that is observed with the loss of HNF4A in brush border epithelial cells^54^. Of note, due to methodological differences between ChIP-seq and CUT&Tag, nucleosome positioning information is not evident in the H3K27ac data. 

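RNA-seq measures how much RNA each gene yields in a sample. RNA was taken from pulverized livers of 3 control and 3 *Hnf4a* cKO mice, so cells other than hepatocytes are part of each sample, although the sample labels name hepatocytes. The cKO mice carried floxed *Hnf4a* alleles and a Cre recombinase that is driven by the albumin promoter and switched on by tamoxifen, and their livers were collected on day 7 of tamoxifen. The methods give the controls as Cre-negative floxed mice without tamoxifen, the legend of Supplementary Fig. 1 gives them as mice of the same genotype without tamoxifen, and the sample labels call them wild type. The authors aligned the reads to mm10 with STAR and calculated FPKM, the fragments of a gene scaled by its exon length and by the reads of the library, with Cufflinks, and the submitters' processing notes give STAR 2.5.0b and Cufflinks 2.2.1. The authors' deposited table holds, for each of 24340 gene entries, 1 FPKM for the control livers, 1 FPKM for the cKO livers, and a p-value and q-value for the difference. It has no value for a single liver, so the spread between livers is seen only through the authors' p, and no SD can be given. The authors tested 12208 of the entries. The listed FPKM sum to 601955 over the control livers and 458704 over the cKO livers. The 10 genes with the highest listed FPKM of each group hold 17.9% and 15.0% of them, and the read depth behind them is unknown. From these values the log2 ratio of cKO over control was computed for each gene. Lower and higher here mean an authors' p under 0.05 with a log2 ratio at or below −0.5 or at or above 0.5, the thresholds of the paper's methods. For 39 gene lists, the members that were higher, lower or not passing were counted. The lists were fixed before the deposited tables were examined, but 3 were taken from the paper, 2 of them from Fig. 3e, and that figure and the first entries of Supplementary Data 1 and 2, which hold the same FPKM, had been seen by then. Each list's median log2 ratio of FPKM + 1 was placed among those of 10000 random lists of the same size and similar expression, as a percentile that describes these libraries only.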

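*Hnf4a* had an FPKM of 275 in control livers and 144 in cKO livers, a log2 ratio of −0.93. The gene lies on chromosome 2 of GRCm38 from 163506808 to 163572910, on the plus strand. Cre removes only the floxed part of it, and RNA from the exons outside that part can still count towards its FPKM. How much of the value in cKO livers comes from such RNA was not tested. Among genes with an FPKM of 1 or more in both groups, those with the largest reductions encode liver enzymes and secreted proteins. *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, fell from 235 to 3.10 FPKM. *Mup3*, a major urinary protein, fell from 1265 to 4.62, and *Haao*, an enzyme of tryptophan breakdown, from 470.4 to 6.22. *Upp2* and the cytochromes P450 *Cyp2b13*, *Cyp2c37*, *Cyp2c44*, *Cyp2c54* and *Cyp2d13* are also among the 10 lowest log2 ratios above that floor. Members of 1 cytochrome P450 family are close in sequence and can share reads, so their separate values are uncertain. Of the 5 genes with the highest control FPKM, *Apoa2* fell from 19439.8 to 358, *Fabp1* from 10744 to 447, *Trf* from 10037 to 2224 and *Apoc1* from 9785 to 5517. *Apoe*, with the highest FPKM listed for the control livers, had 21332 and 11283 FPKM and did not pass the test (p = 0.165 in the authors' deposited table). Among the 100 genes with the highest control FPKM, 59 were lower and 6 higher, with a median log2 ratio of −0.81. Above the same floor, the largest increases included *Gdf15*, a stress-induced cytokine, which rose from 1.99 to 124 FPKM, and *Cdkn1a*, which encodes the cell cycle inhibitor p21 and rose from 1.95 to 120.1. *Ly6d*, *Akr1b7*, *Pdk4*, *Lhx6*, *Qpct*, *Egr1*, *Spon2* and *Gadd45b* were the other 8 of the 10 highest ratios. Over all tested genes, 2596 were lower and 2299 higher in cKO livers at the p-values of the authors' deposited table, and 7313 did not pass. The median log2 ratio of the 11262 expressed genes was −0.0067 and its quartiles were −0.36 and 0.31. *Numa1* had 10.4 FPKM in control and 9.38 in cKO livers and did not pass (p = 0.233 in the authors' deposited table). The list of genes with an associated HBR was not analysed here, so these values cover the whole table.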

RNA-seq (see Supplementary Data 1 for full dataset) on control and *Hnf4a* cKO livers established that genes with an associated HBR were expressed at significantly lower levels in *Hnf4a* cKO livers (Fig. 1d) compared to control, supporting that depletion of HNF4A, and consequently reduced H3K4me1 and H3K27ac, diminish gene expression.

**Fig. 1:**
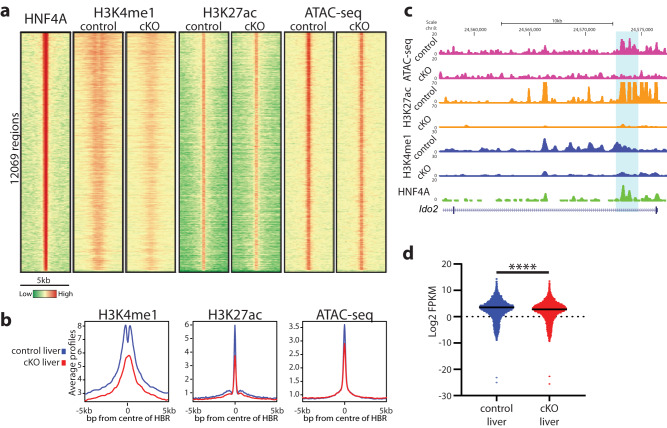
HNF4A loss leads to reduced histone modifications at HBRs in the mouse liver. **a** Heatmap displaying histone modifications (H3K4me1 and H3K27ac) and chromatin accessibility (ATAC-seq) at HNF4A bound regions (HBRs) in control and cKO livers. A 5 kb window is shown with the summit of HNF4A binding in the centre of each panel. Regions with high levels of each TF, histone modification or accessibility are red while low signal is represented by green. **b** Average profile plots are shown with the HBRs being at the centre. Control liver is in blue while *Hnf4a* cKO liver is in red. **c** Genome browser view of HNF4A target gene *Ido2* shows an example gene with reduced H3K4me1 (blue), H3K27ac (orange) and ATAC-seq (pink) in the cKO liver around the HNF4A bound region (green, highlighted). **d** RNA-seq data for genes associated with an HNF4A bound region show reduced overall expression in cKO livers (red) compared to control livers (blue). Mean is represented by black line. Significance was tested using a *t* test, ****p-value < 0.0001. *n* = 3 biologically independent samples.

To ensure the robustness of our observations, we compared the adult mouse liver HNF4A ChIP-seq data from Reizel et al.^52^ to our HNF4A ChIP-seq data^48,49^ and observed that 95% of our ~12,000 HBRs matched regions identified as bound by HNF4A in their data (Supplementary Fig. 1d). While the Reizel dataset identified many additional HNF4A bound regions (over 36,000 total regions), we found H3K4me1 and H3K27ac were also reduced in *Hnf4a* cKO liver at this extended set of HBRs (Supplementary Fig. 1e).

In summary, the loss of HNF4A initiates a reduction of H3K4me1 and H3K27ac at HBRs, as well as a decrease in chromatin accessibility. HBR-associated gene expression is also reduced in mouse livers.

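The genes of most hepatocyte functions were lower in the cKO livers. Of 27 cytochromes P450 and conjugating enzymes, which process drugs and steroids, 20 were lower, 2 higher and 5 did not pass, with a median log2 ratio of −3.70. The sulfotransferase *Sult2a8* went from 287 to 0.141 FPKM and the carboxylesterase *Ces3a* from 482 to 0.446. Of 12 genes of bile acid synthesis, 7 were lower and none higher, among them *Cyp8b1* (from 69.9 to 1.44), *Slc27a5* (from 546 to 9.56) and *Baat* (from 170.0 to 4.26). Of 14 transporters of bile acids and organic anions, 8 were lower and 1 higher, and *Slc10a1*, which takes bile acids up from the blood, fell from 568 to 88.8. Urea cycle and amino acid breakdown had 14 lower and 1 higher of 19 genes, including *Otc* (from 312 to 4.65) and *Kmo* (from 149 to 6.99). Gluconeogenesis, glycogen and fructose metabolism had 11 lower and none higher of 13 genes, including *G6pc* (from 322 to 58.6), *Pcx* (from 174 to 27.3) and the fructokinase *Khk* (from 459 to 65.9). Of 18 apolipoproteins and lipoprotein assembly genes, 13 were lower and 1 higher, with *Apom* from 469 to 21.1 and the hepatic lipase *Lipc* from 175 to 7.00. Coagulation and fibrinolysis had 12 lower and 2 higher of 20 genes, with *F12* from 351 to 11.7 and *F13b* from 164 to 5.45. Fatty acid and triglyceride synthesis had 9 lower and 2 higher of 16 genes, with *Fads2* from 325 to 17.0 and *Srebf1*, a regulator of this pathway, from 129 to 24.9. The median of each of these 8 lists lay at or below percentile 1.72 of its random lists. Of 23 liver-enriched transcription factors, 12 were lower and 4 higher. The nuclear receptor *Nr1i3* fell from 161 to 2.75 FPKM, *Cebpa* from 227 to 38.2 and *Ppara* from 52.6 to 7.48, while *Nr0b2*, which encodes a repressor of bile acid synthesis, rose from 25.7 to 109. The median of this list, −0.57, lay at percentile 0.0700.
Other liver functions moved in both directions. Of 20 genes of fatty acid oxidation and ketogenesis, 7 were lower, 5 higher and 8 did not pass, with *Bdh1* from 166 to 7.06 and *Acot1* from 19.8 to 243, and the list's median of 0.01 lay at percentile 69.9. Of 15 tested plasma carrier proteins, 6 were lower and 3 higher, with *Ttr* from 6339 to 1345 and *Itih3* from 506 to 1821, and a median at percentile 39.4. Cholesterol synthesis had 8 higher and 7 lower of 22 genes, with *Hmgcs1* from 35.6 to 162, and its median lay at percentile 97.9. The counts adjusted over the list alone were the same for these 12 lists, and with the authors' q under 0.05 in place of p they lost 1 higher gene in each of the urea cycle and coagulation lists and 1 lower gene in the coagulation list. From reduced expression in cKO livers of the genes associated with HBRs (Fig. 1d), the paper proposes that the depletion of HNF4A, and the reduced H3K4me1 and H3K27ac it gives as a consequence, lower gene expression.

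**Figure D1:**
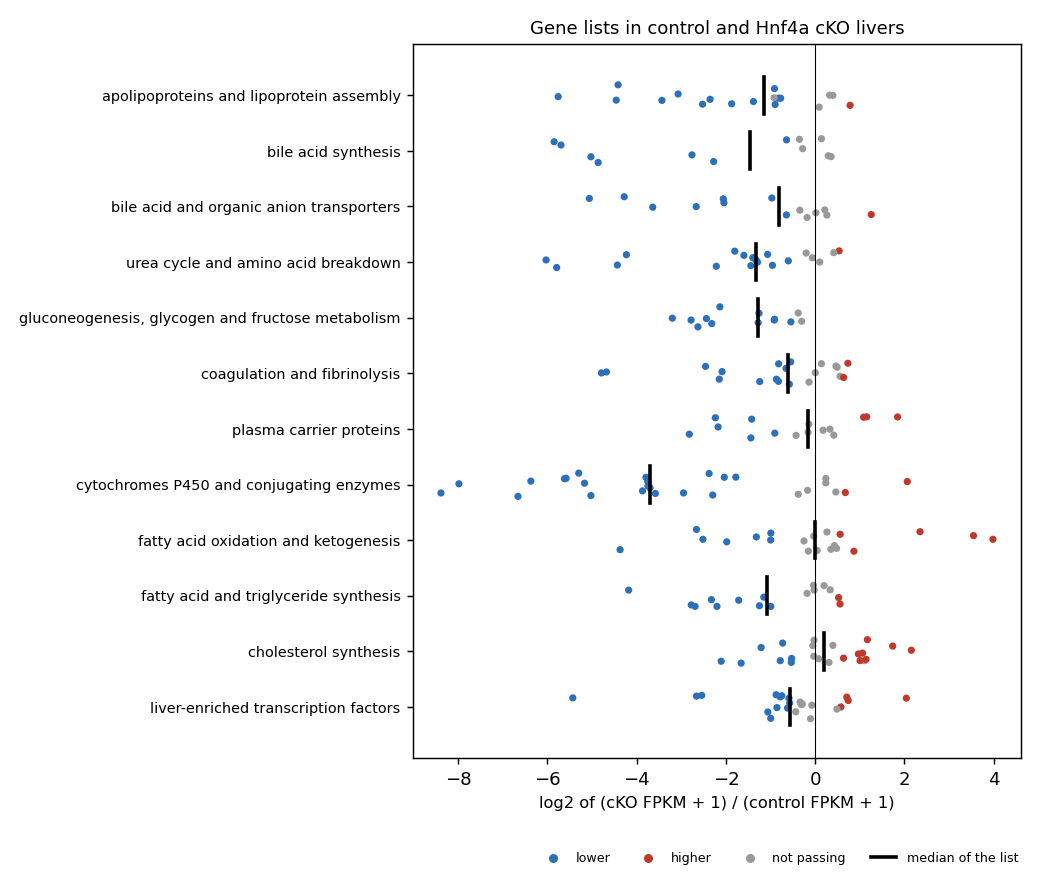
Each point is 1 tested gene, placed by the log2 ratio of cKO over control FPKM after adding 1 to each, in 12 gene lists, with blue points lower, red points higher and grey points not passing. The black bar is the median of the list, which is lowest for cytochromes P450 and conjugating enzymes at −3.70.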

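Markers of the other cells of the liver moved apart from one another. Of 14 macrophage genes, 2 were higher and 12 did not pass, and *Marco*, a scavenger receptor, rose from 3.91 to 43.4 FPKM. Of 12 endothelial genes, 6 were lower, including *Kdr* (from 11.4 to 7.02), 1 was higher and 5 did not pass. Of 12 genes of stellate cells and fibroblasts, 7 were lower, including *Reln* (from 10.0 to 3.99), and 5 did not pass. The medians of these 3 lists were −0.08, −0.46 and −0.50. Of 9 tested cholangiocyte genes, 6 were higher, including *Sox9* (from 0.536 to 6.77) and *Tspan8* (from 0.519 to 9.21), and 1, *Onecut1*, was lower (from 9.12 to 4.88), with a median of 0.51. Of the 10 genes of this list, 2 are also in the list of liver-enriched transcription factors, so it does not stand for cholangiocytes alone. Of 9 neutrophil genes only 3 were tested, and all 3 were higher, including *S100a8* (from 1.45 to 17.5) and *S100a9* (from 1.81 to 17.3). Of 8 erythroid genes 4 were tested and 3 were higher. Of 12 lymphoid genes 6 were tested and 4 were lower, or 1 where 1 is added to each FPKM. A gene near 0 in control livers could be tested if it rose and go untested if it stayed near 0. Counts over the tested members of these 3 lists may therefore lean upwards. Clock genes differed between the groups as well. Of 15, 10 were lower and 4 higher, with *Dbp* from 97.3 to 1.44, *Ciart* from 22.6 to 0.497 and *Tef* from 70.7 to 5.40, against *Arntl*, which encodes the activator BMAL1, from 0.807 to 15.3. Adjusted over the list alone, these 8 lists kept the same counts, and with the authors' q under 0.05 cholangiocytes had 5 higher genes and clock genes 3. The time of day of collection is not given in the paper's text.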

### HNF4A can maintain H3K4me1 in the absence of FOXA factors

HNF4A is known to bind target regions with FOXA transcription factors^49,55^, a family of pioneer factors that contribute to chromatin accessibility and architecture. To investigate whether deletion of HNF4A affects histone modifications at FOXA2 sites, we looked at histone modification and ATAC-seq data centred around HNF4A and FOXA2 ChIP-seq data in adult liver^49^. We used our previously published^49^ high-confidence peaks for regions with only HNF4A bound (Set1), only FOXA2 bound (Set3) or both TFs bound (Set2) (Fig. 2a). All regions with HNF4A bound (Set1 and Set2) were identified as active regulatory elements with high H3K4me1, H3K27ac, and accessibility (Fig. 2b). In contrast, little H3K4me1 and H3K27ac were observed at Set3, where only FOXA2 is bound. As FOXA2 is a known pioneer factor^51^, it can be bound to closed or unmarked regions, suggesting additional factors may be required to activate these regions when needed. Interestingly, the regions with only HNF4A bound (Set1) showed reduction in both histone modifications and chromatin accessibility in the *Hnf4a* cKO liver (Fig. 2a, b) as well as a shift in H3K4me1 profile from nucleosomes flanking the HBR to nucleosomes present at the HBR (Fig. 2b). Set2, with both FOXA2 and HNF4A bound, showed a reduction of H3K4me1 but maintained nucleosome positioning with no drastic change in H3K27ac and accessibility in the *Hnf4a* cKO. Set3 had such low enrichment of the assayed histone modifications that the change between control and cKO is minimal. Expression of genes associated with HBRs was decreased more in Set1 and Set2 than in Set3 (Supplementary Fig. 2a).

**Fig. 2:**
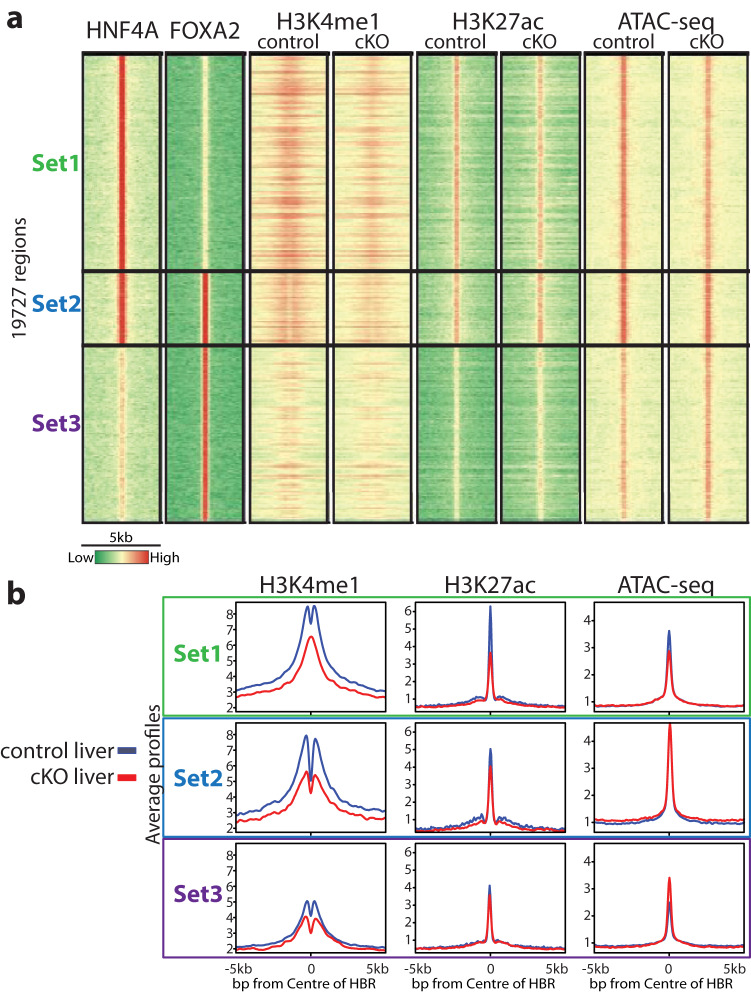
HNF4A maintains H3K4me1 at sites with HNF4A binding only and co-bound sites. **a** Heatmap displaying HNF4A bound and FOXA2 bound regions. Set1 represents all significant peaks that are only present in the HNF4A dataset, Set2 represents significant peaks shared in both datasets and Set3 represents significant peaks only called in FOXA2 dataset. The 5 kb region is centred around the TF bound region. **b** Average profile plots for H3K4me1, H3K27ac and ATAC-seq in control (blue) and cKO (red) livers for each set.

Reizel et al.^52^ reported that livers lacking FOXA1, FOXA2 and FOXA3 (FOXA triple knock out -FTKO) had rapid necrosis and lethality due to loss of expression of critical liver genes caused by reduction in enhancer activity and binding of HNF4A at some FOXA bound regions. Interestingly, they identified a small subset of co-bound regions (~800) at which FOXA binding was required for HNF4A binding, and at these regions there was a decrease in both H3K4me1 and H3K27ac without FOXAs; however, many co-bound regions maintained HNF4A binding despite loss of FOXAs and these regions showed no change in assayed histone modifications^52^. We aligned the data for H3K4me1 and H3K27ac in FTKO livers, with our sets of HNF4A bound only, FOXA2 bound only or co-bound regions. In contrast to the *Hnf4a* cKO, we observed no global effect on histone modifications between control and FTKO livers at HBRs (Supplementary Fig. 2b–d). Thus, at the majority of binding sites, HNF4A remains bound, regardless of the presence of any FOXAs, suggesting that HNF4A, rather than FOXA proteins, is essential to maintain histone signatures.

### HNF4A expression in fibroblasts promotes a transition to epithelial cells

Ectopic expression of master regulators can result in cellular reprogramming to drive cell type-specific gene expression patterns resulting in a phenotypic shift^56^. In this context, HNF4A, in combination with other factors^12,13,57^, is able to generate induced hepatocytes (iHep Cells) but the underlying mechanism that causes epigenetic and transcriptomic changes by HNF4A remains to be explored. To investigate the early events driven exclusively by HNF4A, we transduced mouse embryonic fibroblast (NIH 3T3 or 3T3) cells, which do not express HNF4A, with a construct carrying the mouse *Hnf4a* gene or an empty vector (Fig. 3a). Three days after transduction, ectopic expression of HNF4A (HNF4A EE) was confirmed by RT-qPCR (Fig. 3b and Supplementary Data 3) and western blot (Fig. 3c and Supplementary Fig. 6a), and we visually confirmed GFP expression in the cells using fluorescent microscopy (Fig. 3d). Importantly, the cells changed from their original elongated spindle shape, typical of mesenchymal cells, to the cobblestone-like shape, characteristic of epithelial cells (Fig. 3d). This aligns with previous studies in which HNF4A was termed a dominant regulator of the epithelial phenotype^58^. We collected RNA from cells transduced with each of the two vectors and used RNA-seq to investigate the transcriptional changes caused by HNF4A. 

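NIH 3T3 cells are mouse embryonic fibroblasts that divide in culture. Both groups were infected with lentivirus, the HNF4A EE cells with a construct from which 1 RNA gives mouse HNF4A (isoform 2) and eGFP, and the controls with the empty vector, and RNA was taken 72 h after transduction. There were 3 samples in each group, which the paper calls biological replicates. The reads were processed as for the livers, and the authors' deposited table has the same layout, with 1 FPKM for each group and no value for a single sample. It holds 24340 gene entries, of which the authors tested 11278. The FPKM sum to 528286 in control and 478182 in HNF4A EE cells, with 8.25% and 7.21% in the 10 most abundant genes, and depth is unknown here too. Upregulated and downregulated carry the same thresholds on the authors' p and the log2 ratio, now of HNF4A EE over control. The 2 tables were normalized separately, so ratios are taken only within a table.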

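Genes of the fibroblast matrix were among the largest reductions in HNF4A EE cells, taken over genes with an FPKM of 1 or more in both groups. *Col1a2* and *Col1a1*, which encode the chains of type I collagen, fell from 443 to 6.61 FPKM and from 123 to 3.95 FPKM. *Sparc*, another matrix protein, fell from 382 to 19.5, *Efemp1* from 275 to 9.10 and the growth arrest gene *Gas1* from 55.8 to 2.30. *S100a4*, *Axl*, *Il1rl1* and *2810417H13Rik* were also among the 10 lowest log2 ratios of these genes. Among their 10 highest were *Sema7a* (from 1.29 to 50.7), the transglutaminase *Tgm2* (from 3.40 to 82.1), the matrix gene *Thbs1* (from 2.29 to 55.4), the kinase *Plk3* (from 8.00 to 142) and the chemokine *Ccl5* (from 1.60 to 32.3). *Ifit1*, *Gdf15*, *Loxl4*, *Klc4* and the entry shared by *Prl2c3* and *Prl2c4*, whose reads cannot be told apart, were the others. Of the 5 genes with the highest control FPKM, *S100a6* fell from 3403 to 364, *S100a4* was among those 10 lowest, and *Eef1a1*, *Fth1* and the microRNA entry *Mir5133* did not pass. At the p-values of the authors' deposited table, 2777 genes were upregulated and 2727 downregulated, 5504 in all, and 5774 of the tested genes did not pass. Of the 5504, 58 were listed at 0 FPKM in 1 of the groups and have no finite ratio. The authors' p is at its smallest value, 5e-05, for 6658 genes, which sets a limit to ranking genes by p.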

RNA-seq analysis (log2 ratio > 0.5 or <−0.5 and *p*-value < 0.05) identified 5349 genes that are differentially expressed between the two conditions; 2668 genes were upregulated and 2681 genes were downregulated with HNF4A ectopic expression (Supplementary Fig. 3, see Supplementary Data 2 for full dataset). 

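Some genes of liver functions rose in HNF4A EE cells. A list member near 0 FPKM in both groups could go untested, as *Ido2* did. A member near 0 in control cells could be tested if it rose, as *Apoh* was. Counts and percentiles over tested members may therefore lean upwards. Of 10 tested apolipoproteins and lipoprotein assembly genes, 6 were upregulated and 2 downregulated, with a median of 1.78, at percentile 100 of its random lists. *Apoh* rose from 0.120 to 16.8 FPKM and *Apobec1*, which edits apolipoprotein B RNA, from 1.55 to 8.08. All 3 tested transporters of bile acids and organic anions were upregulated, including *Abcc4* (from 4.16 to 17.7), with the median at percentile 99.7, and inside the central 95% of random lists where 0.1 is added to each FPKM in place of 1. Fatty acid oxidation had 5 upregulated and 1 downregulated of 10 tested genes, with *Cpt1a* from 26.9 to 56.1. Of 4 tested genes of gluconeogenesis, glycogen and fructose metabolism, 3 rose, or 2 where 1 is added to each FPKM, including *Pcx* (from 29.5 to 53.5), and 1 fell. The medians of these last 2 lists, at percentiles 94.9 and 95.3, lay inside the central 95% of random lists. Genes of other liver functions were mostly not tested by the authors, with 0 of 16 plasma carrier proteins, 1 of 20 coagulation genes and 3 of 27 cytochromes P450 and conjugating enzymes tested. Cholesterol synthesis had 19 downregulated and 1 upregulated of 21 tested genes, with *Cyp51* from 97.1 to 11.6, *Sqle* from 156 to 28.7 and *Fdft1* from 10.8 to 1.53. Of 13 tested genes of fatty acid and triglyceride synthesis, 6 fell and 2 rose, or 1 where 1 is added to each FPKM, with *Elovl6* from 23.9 to 3.19 and *Acaca* from 8.08 to 2.16, and a median at percentile 5.69. Cell cycle genes fell too, 23 of 28, with 1 upregulated, and *Ccnd1*, which encodes cyclin D1, went from 204 to 22.3, *Ccnb2* from 45.5 to 9.94 and *Cdc6* from 26.3 to 7.51. All 15 tested interferon response genes were upregulated, with *Rsad2* from 0.0667 to 24.1, *Ifit3* from 0.199 to 7.48 and *Usp18* from 0.250 to 5.56. Adjusted over the list alone, the counts of these lists were the same. As scaled by the authors, the log2 ratios of FPKM + 1 of the 10748 expressed genes had a median of −0.0092 and quartiles of −0.45 and 0.45.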

While HNF4A primarily functions as an activator of gene expression, the observation of almost equal numbers of genes induced and reduced suggests that major chromatin changes are occurring that accompany a cell fate change. This likely involves the induction of other transcriptional regulators. 

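Immediate early genes, many of them transcription factors that respond quickly to stimuli, rose in HNF4A EE cells. Of 10 tested immediate early genes, 8 were upregulated and 2 downregulated, with the AP-1 members *Junb* (from 18.4 to 195 FPKM) and *Fos* (from 0.730 to 5.15), *Ier3* (from 83.4 to 349.6) and *Zfp36*, an RNA-binding regulator (from 6.75 to 56.8). Transcription factors of epithelial or endodermal fate were mostly not tested. Of 34 in the table, 6 were tested, 2 were upregulated (4 after centring on the median of expressed genes) and 4 did not pass, and the list's median of 0.46 lay at percentile 91.8. *Esrra*, a nuclear receptor that drives genes of oxidative metabolism, rose from 12.6 to 34.7. Of 23 liver-enriched transcription factors only *Esrra* and *Xbp1* were tested, and *Xbp1* rose from 29.5 to 45.0. Of 13 tested clock genes, most of them transcription factors, 5 rose, including *Cry2* (from 6.26 to 17.6), and 2 fell, including *Dbp* (from 5.10 to 0.580). Of 10 genes of the MLL4 complex, *Kmt2d*, which encodes MLL4, was upregulated (from 5.96 to 9.97), 4 were downregulated, including *Dpy30* (from 174 to 71.1), *Pagr1a* (from 37.2 to 20.2) and *Paxip1* (from 10.8 to 6.96), and 5 did not pass. Of 4 tested genes for p300, CBP and TET enzymes, *Ep300* was upregulated (from 13.8 to 20.3), *Tet3* was downregulated (from 10.2 to 7.12) and 2 did not pass, and *Tet3* does not pass where 1 is added to each FPKM. Counts adjusted over the list alone were the same.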

Since we observed morphological changes after expressing HNF4A (Fig. 3d), we examined the expression of key TFs and other genes associated with epithelial or mesenchymal cells. Epithelial related genes, such as *Id2*, *Id3*, *Erf*, *Tjp1*, and *Cebpb*, were upregulated while mesenchyme related genes, such as *Twist1, Snai1, Zeb1 and Vim*, were downregulated (Fig. 3e). This alongside the physical observations, indicate that these cells are undergoing a mesenchyme to epithelial shift. 

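Mesenchymal genes fell in HNF4A EE cells and some epithelial genes rose. *Vim*, the intermediate filament of mesenchymal cells, went from 2863 to 237 FPKM (log2 ratio −3.59) and *S100a4* from 4519 to 59.5 (log2 ratio −6.25). The transcription factors *Twist1* (from 46.3 to 17.6), *Zeb1* (from 7.14 to 2.77) and *Snai1* (from 23.4 to 15.1) were downregulated, as were *Prrx1* (from 17.1 to 3.75), *Mmp2* (from 34.5 to 7.41) and *Hmga2* (from 176 to 56.1). *Cdh2*, which encodes N-cadherin, fell from 37.1 to 25.4, a log2 ratio of −0.55. Of the 16 mesenchymal genes of Fig. 3e, 13 were downregulated and *Zeb2*, *Fn1* and *Twist2* did not reach a log2 ratio of −0.5. Of the 5 epithelial genes, *Id2* (from 10.0 to 15.7), *Erf* (from 19.9 to 35.8), *Tjp1* (from 38.2 to 62.0) and *Cebpb* (from 105 to 188) were upregulated, and *Id3* (44.3 in control and 60.6 in HNF4A EE cells) had a log2 ratio of 0.45, under 0.5. These 2 lists were shown by the study for these samples, so their direction is not independent evidence, nor are their counts adjusted over the list alone, which were the same.
Lists of other genes give a further view. Of 42 epithelial junction and keratin genes outside Fig. 3e, 10 were tested, 7 were upregulated and 3 did not pass. As with the liver functions, which members were tested may make this list lean upwards. The desmosome genes *Pkp3* (from 3.40 to 24.8), *Jup* (from 7.05 to 27.6) and *Pkp2* (from 8.06 to 18.1) rose, and the list's median of 0.87 lay at percentile 99.9. Of 27 tested mesenchymal and matrix genes outside Fig. 3e, 14 were downregulated, including *Col3a1* (from 35.0 to 0.533), 6 upregulated and 7 did not pass, with a median of −0.34 at percentile 1.12. Of 6 tested genes of stellate cells and fibroblasts, 5 fell, among them *Ecm1* (from 18.8 to 3.50), and 7 of the 12 genes of this list are also in the list of mesenchymal and matrix genes. The counts of these 3 lists adjusted over the list alone were the same. From the higher epithelial and lower mesenchymal genes, alongside the change in cell shape, the paper concludes that these cells undergo a mesenchyme to epithelial shift.

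**Figure D2:**
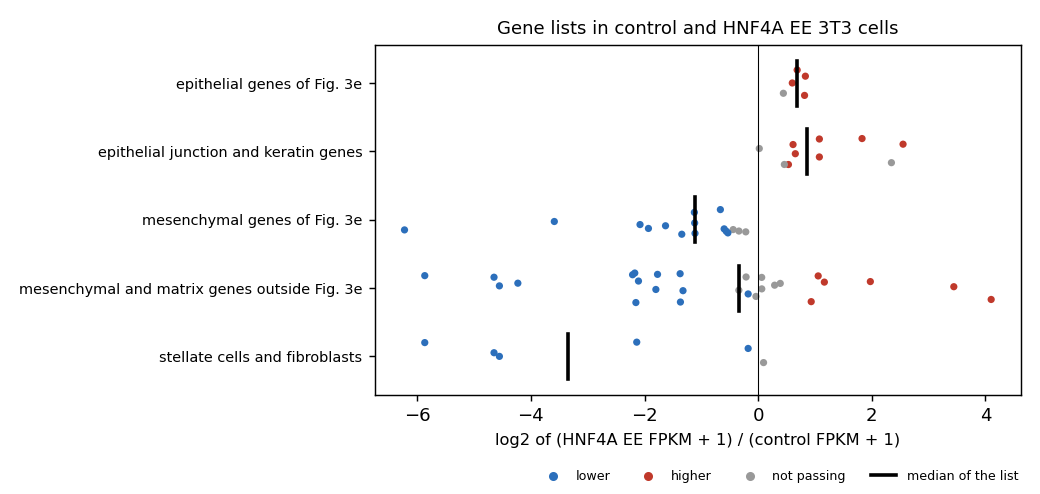
Each point is 1 tested gene, placed by the log2 ratio of HNF4A EE over control FPKM after adding 1 to each, in 5 gene lists, with blue points downregulated, red points upregulated and grey points not passing. The black bar is the median of the list, 0.87 for epithelial junction and keratin genes and −1.11 for the mesenchymal genes of Fig. 3e.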

Of note, *FOXA1*, *FOXA2* and *FOXA3* were not induced in this system, making this model suitable to examine the exclusive role HNF4A has on shaping the epigenetic landscape.

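*Foxa1* and *Foxa2* were listed at 0 FPKM in both control and HNF4A EE cells. *Foxa3* had 0.0280 FPKM in control and 0.0353 in HNF4A EE cells. The authors' deposited table gives all 3 genes as not tested, and an FPKM of 0 is a low estimate whose limit depends on the unknown depth.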

**Fig. 3:**
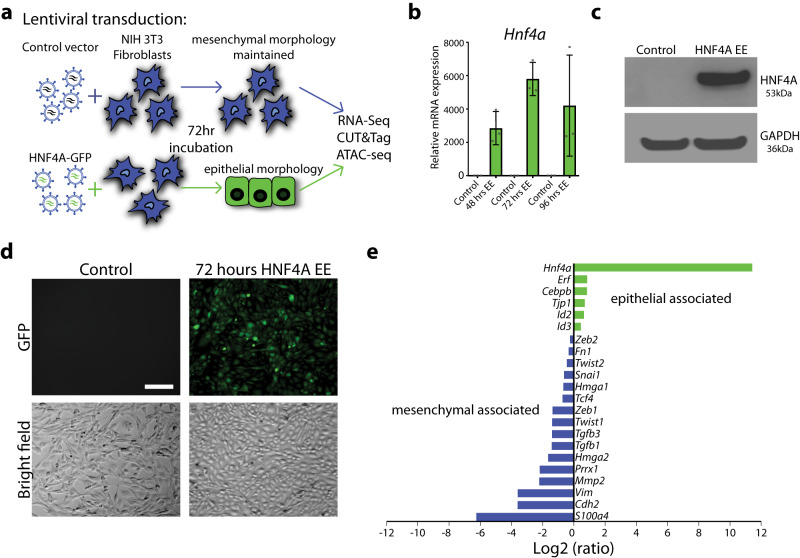
HNF4A ectopic expression causes morphological changes in mouse fibroblast cells. **a** Schematic overview of the experimental setup to produce 3T3 cells with ectopic expression (EE) of HNF4A. **b** RT-qPCR confirming increased *Hnf4a* expression 48, 72 and 96 h after transduction. Error bars, standard deviation. *n* = 3 technical replicates. **c** Western blotting confirms protein presence of HNF4A at 72 h post transduction. **d** GFP verifies HNF4A expression and bright field imaging demonstrates the morphological shift from mesenchymal to epithelial cells. Scale bar, 50 µm. **e** Bar plot with RNA-seq Log2 ratio of FPKM values associated with epithelial (green) and mesenchymal genes (blue) from control and EE cells.

### Ectopic expression of HNF4A can establish active enhancer modifications

We used CUT&Tag to identify where HNF4A bound in the induced system and identified 4083 HNF4A-bound regions in these cells preferentially at intronic and distal intergenic regions, similar to the adult liver (Fig. 4a). GO analysis of genes associated with all HBRs showed enrichment for metabolic associated functions as expected (Supplementary Fig. 4a). Comparison of the HBRs in the expression system to the adult liver found only 839 regions (20.5% of regions bound in HNF4A expressing 3T3s) represented in both datasets (Supplementary Fig. 4b) although HNF4A binding motifs were similar (Supplementary Fig. 4c). This highlights that many HBRs are unique across cell types and HNF4A does not bind all genomic regions where a motif is evident. These common 839 regions are associated with genes enriched for metabolic processes (Supplementary Fig. 4d). RNA-seq analysis of genes associated within this subset of bound regions show significantly increased expression in HNF4A-expressing 3T3 cells and significantly decreased expression in *Hnf4a* cKO livers compared to their respective controls (Supplementary Fig. 4e).

**Fig. 4:**
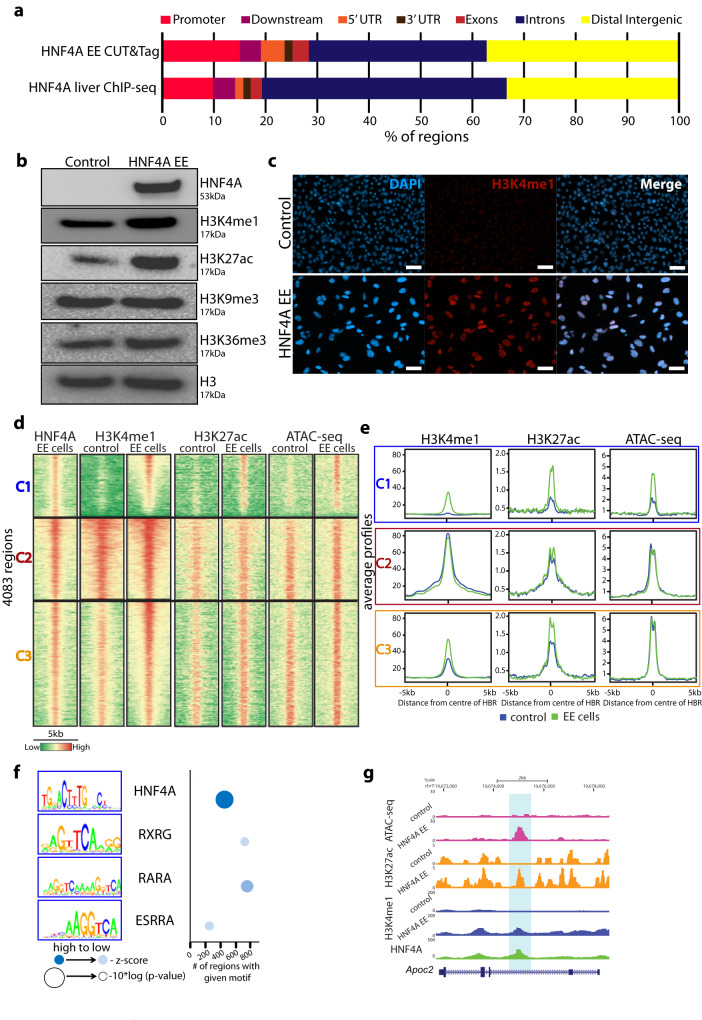
HNF4A regulates H3K4me1 levels in mouse fibroblast cells. **a** Bar graph showing breakdown of where HNF4A binds genomically in 3T3 cells expressing HNF4A (CUT&Tag) compared to binding in adult mouse liver (ChIP-seq). **b** Western blot showing HNF4A, H3K4me1, H3K27ac, H3K9me3, H3K36me3 in control and HNF4A EE 3T3 cells with total H3 as a loading control. **c** Fluorescent images confirming increased level of H3K4me1 (red) in HNF4A EE cells compared to control. DAPI staining (blue) captures each nucleus. Scale bar represents 50 µm. **d** Heatmaps showing all significant HNF4A bound regions from CUT&Tag and patterning of H3K4me1, H3K27ac and accessibility (ATAC-seq) in control and EE cells. Clusters (C1, C2 and C3) showing patterns fall into 3 categories. C1 represents the 942 regions that were newly activated with ectopic HNF4A expression. **e** Average profile plots for H3K4me1, H3K27ac and ATAC-seq for each cluster (C1-C3) for control (blue) and EE cells (green). **f** All non-redundant motifs identified in the newly activated C1 regions and plotted according to z-score, *p*-value and number of regions with the given motif. **g** *Apoc2* gene shows changes in H3K4me1, H3K27ac and accessibility (ATAC-seq) with HNF4A expression in 3T3 cells. HNF4A bound region is highlighted.

We used the 3T3 cells ectopically expressing HNF4A to examine the deposition of H3K4me1 and other epigenetic changes. After 3 days of HNF4A ectopic expression, the overall level of H3K4me1 was increased (~23%) as observed by both western blotting (Fig. 4b and Supplementary Fig. 6b) and immunofluorescence (Fig. 4c). We examined levels of other histone modifications by western blotting and found H3K27ac increased (~59%) alongside H3K4me1 in cells expressing HNF4A (Fig. 4b). Other histone modifications did not change significantly. We mapped genome wide epigenetic changes caused by HNF4A expression using CUT&Tag for H3K4me1 and H3K27ac, and ATAC-seq to examine accessibility, in both conditions. We clustered the HBRs based on H3K4me1 enrichment and identified three clusters (C1, C2 and C3) with C1 regions showing low enrichment of active histone modifications and low chromatin accessibility prior to HNF4A expression (Fig. 4d, e). These 942 regions became newly activated with high H3K4me1, H3K27ac and ATAC-seq signal only after HNF4A expression and motif analysis showed HNF4A as the most significantly enriched (Fig. 4f).

Similar to C1, C3 (1905 regions) showed a substantial increase of H3K4me1 and H3K27ac around HBRs, although low levels of histone modification were present in control samples suggesting that these regions were already accessible. An example is shown in the *Apoc2* gene, which was significantly downregulated in the cKO liver and upregulated in the cells expressing HNF4A (Fig. 4g and Supplementary Data 1, 2). 

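*Apoc2*, which encodes an activator of lipoprotein lipase carried on lipoproteins, moved in opposite directions in the 2 systems. It fell from 307 to 83.1 FPKM in cKO livers, a log2 ratio of −1.88 (p = 0.0025 in the authors' deposited table). In HNF4A EE cells it rose from 0.165 to 26.9 FPKM, a log2 ratio of 7.35 (p = 0.00455 in the authors' deposited table). The gene lies on the minus strand of chromosome 7 of GRCm38, from 19671579 to 19677941. Both tables give its values under a shared entry with the readthrough transcript of *Apoc4* and *Apoc2*, so RNA of the 2 transcripts is not told apart. The neighbouring *Apoc1* and *Apoe* lie on the same strand from 19689481 to 19692660 and from 19696109 to 19699188. The tables were normalized separately, and each ratio is within its own.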

C2 (1236 regions) maintained the same levels of histone modifications and accessibility following HNF4A expression. We also looked at all H3K4me1 regions, regardless of HNF4A presence in 3T3 cells, and found 3207 regions (CL2) that gained the mark in cells expressing HNF4A (Supplementary Fig. 4 f, g). It is noteworthy that while only a proportion of these regions are bound by HNF4A three days after transduction, motif analysis found JUND and HNF4A as the most significant in this cluster with the HNF4A motif represented in over 96% of these newly methylated regions (Supplementary Fig. 4h). This suggests that binding by HNF4A may be transient at some locations.

Our data suggests that binding of HNF4A in cells that do not normally express HNF4A causes an increase in H3K4me1, H3K27ac and chromatin accessibility and can establish H3K4me1 to activate a unique set of regulatory regions that initiate a shift from a mesenchymal to epithelial cell state.

### HNF4A interacts with the MLL4 complex to establish H3K4me1

MLL3 and MLL4 catalyze H3K4 monomethylation and are recruited to target enhancers by TFs and pioneer factors^37,38,59^. To understand the role of MLL4 in HNF4A’s establishment of H3K4me1, we completed CUT&Tag for MLL4 on cells ectopically expressing HNF4A. Using the clusters identified in Fig. 4, all regions showed increased MLL4 binding following HNF4A expression (Fig. 5a, b). The *Apoc2* gene locus shows the newly bound MLL4 at the HBR (Fig. 5c). This suggests that HNF4A binding to these regions promotes recruitment of MLL4. The C1 cluster shows a dramatic increase in MLL4 binding. Interestingly, while the C2 cluster showed very strong H3K4me1 signal, regardless of HNF4A presence, the MLL4 signal increased further with HNF4A binding. The C3 cluster, with low H3K4me1 and MLL4 bound in control 3T3 cells, had both increased with HNF4A binding (Figs. 4d, 5b). This suggests that in these two clusters the regions are already active but binding of HNF4A augments their activity.

**Fig. 5:**
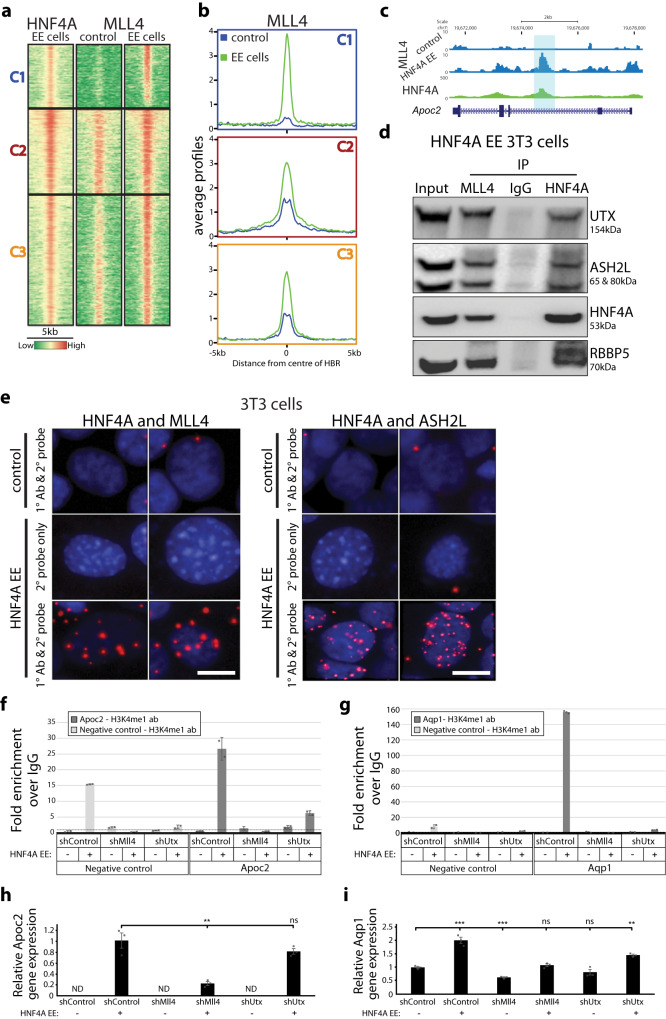
HNF4A recruits the MLL4 complex to establish H3K4me1. **a** Heatmap showing the same clustering as in Fig. 4d with MLL4 CUT&Tag in control and EE cells in a 5 kb window around HNF4A bound regions. **b** Average profile plots for MLL4 in control (blue) and EE cells (green) across the 3 clusters. **c** Genome browser depiction of *Apoc2* shows MLL4 binding at site of HNF4A binding. **d** Co-immunoprecipitation using antibodies for HNF4A, MLL4 and IgG (as negative control) in cells ectopically expressing HNF4A followed by western blot analysis with MLL4 complex proteins (UTX, ASH2L and RBBP5) or HNF4A shows interaction is occurring between HNF4A and MLL4 proteins in 3T3 cells. **e** Proximity ligation assay (PLA) in control and HNF4A EE 3T3 cells. Top two panels show negative controls while the bottom panel shows positive signals (red) identify interactions occurring between HNF4A and MLL4 (left) or HNF4A and ASH2L (right). DAPI stained nuclei are shown in blue. Scale bars, 10 µm; Ab, antibody. **f**–**i** 3T3 cells were transduced with control, *Mll4*, or *Utx* shRNA and after 24 h, the cells were transduced with HNF4A or empty construct. The cells were further incubated at 37 °C for 48 h before performing the ChIP-qPCR and RT-qPCR analyses. The ChIP-qPCR for H3K4me1 in control shRNA-transduced 3T3 cells show increased H3K4me1 at HBR regions linked to *Apoc2* (**f**) and *Aqp1* (**g**) when HNF4A was overexpressed. However, H3K4me1 enrichment levels were significantly reduced when either *Mll4* or *Utx* was knocked down. A dotted line represents a fold enrichment of 1. Using RT-qPCR for *Apoc2* (**h**) and *Aqp1* (**i**), relative gene expression levels were measured. The bars display standard deviation (**f**, **g**) or standard error of mean (**h**, **i**). The statistically significant *p*-values were calculated by a *t* test. ***p < 0.001; **p < 0.05; ND, not detected; ns, not significant. *n* = 2 (**f**, **g**) or 3 (**h**, **i**) technical replicates.

MLL4 is known to exist at enhancers in a complex with UTX (KDM6A), ASH2L, and RBBP5^38^. To further support our findings, we evaluated publicly available ChIP-seq data in HepG2 cells (ENCODE), a human hepatoma cell line. The HepG2 data for HNF4A, histone modifications, and MLL4 complex proteins suggested that HNF4A binds at the same regions as the complex proteins (ASH2L and UTX) and histone acetyltransferase (p300), which respectively establish H3K4me1 and H3K27ac on nearby nucleosomes (Supplementary Fig. 5a).

Based on the genomic data showing MLL4 bound alongside HNF4A, we hypothesized that HNF4A interacts with the MLL4 complex and recruits it to enhancers to establish H3K4 methylation. An interaction between HNF4A and the MLL4 complex proteins, ASH2L, RBBP5 and UTX, was confirmed by co-immunoprecipitation in 3T3 cells ectopically expressing HNF4A (Fig. 5d and Supplementary Fig. 6c). These interactions were confirmed to also occur in HEK293T cells (overexpressing HNF4A) as well as in mouse livers where HNF4A is endogenously expressed (Supplementary Figs. 5b, 6c). Proximity ligation assay (PLA) validated the association between HNF4A and MLL4 or HNF4A and ASH2L proteins in situ in 3T3 cells (Fig. 5e and Supplementary Fig. 5c) and HEK293T cells (Supplementary Fig. 5d, e) ectopically expressing HNF4A.

To explore the functional dependence of the HNF4A-MLL4 complex, we used shRNA knockdown to reduce expression of a component of MLL4 complex (either MLL4 or UTX) in the 3T3 cells, followed by ectopic expression of HNF4A. We then examined H3K4me1 levels and gene expression of the HNF4A targets, *Apoc2* and *Aqp1*. Ectopic expression of HNF4A in control shRNA-transduced cells increased H3K4me1 at the HBRs. Moreover, their gene expression levels were increased. In contrast, treatment with MLL4 shRNA resulted in a significant reduction of the H3K4me1 at the HBRs and gene expression of *Apoc2* and *Aqp1* (Fig. 5f–i and Supplementary Figs. 5f–i and 7b–d) (see also Supplementary Data 3 for details). We observed a similar effect in UTX shRNA treated cells. Overall, our data support that HNF4A-mediated induction of H3K4me1 at HBRs and the subsequent gene transcription depend on the MLL4 complex.

Together, our findings suggest that the physical interactions between HNF4A and proteins in the MLL4 complex, in vitro and in vivo, act to recruit MLL4 to enhancers to establish H3K4me1 causing a cascade effect that activates the enhancer to induce gene expression. Our data indicate that HNF4A is required for the recruitment of this complex to enhancers to establish and maintain a transcriptionally permissive state.

## Discussion

Cell fate is determined by direct interactions between master regulators and cell-type-specific enhancers^51^. While TFs like HNF4A regulate gene expression by influencing the epigenetic landscape^48,50^, the molecular mechanism is unknown. Here, we propose a mechanism whereby HNF4A, a regulator of hepatocyte identity, interacts with the epigenetic modifier MLL4 to deposit H3K4me1 at HBRs.

While a concurrence of HNF4A binding and H3K4me1 has been well documented^48–50,52,60^, we show that HNF4A is essential for maintaining H3K4me1 at HBRs, and consequently H3K27ac, in the adult mouse liver. Within one week after the loss of HNF4A, H3K4me1 and H3K27ac levels are substantially reduced at HBRs. Moreover, ATAC-seq levels are reduced, indicating that changes in chromatin structure are initiated. We further show, using an in vitro system, that ectopic expression of HNF4A can augment H3K4me1 and H3K27ac and, at a subset of sites, can dramatically increase chromatin accessibility alongside the active histone modifications. A recent publication shows that HNF4A is required for establishing and maintaining the chromatin looping that ensures the enhancers are engaged with a promoter to activate transcription^54^. Together these data indicate that HNF4A establishes enhancers as active, with open chromatin marked by H3K4me1 and H3K27ac, and facilitates how these enhancers interact with the nearby promoter.

The active histone modification H3K27ac at gene regulatory regions is dependent on the presence of H3K4me1, indicating H3K4me1 defines the future active enhancer^30,34^. MLL4 serves as a main H3K4 mono-methyltransferase for enhancer activation^35,36,38^ and exhibits cell type and differentiation stage specific binding^37,41^. It has been shown that MLL4 is required for H3K27ac, Pol II, and mediator recruitment to enhancers^37^ and recent studies showed that the MLL4 complex recruits and activates p300 activity, involving UTX, at enhancers, resulting not only in methylation at H3K4 but also acetylation on H3K27 at target chromatin^41,61^. Our studies demonstrate that HNF4A associates with the MLL4 complex components, ASH2L, UTX and RBBP5. MLL4 has also been shown to co-localize with lineage-specific TFs such as C/EBPβ, PPARγ, EBF1 and GR at enhancers to ensure increased expression of cell-type-specific genes that establish lineage maturity^37^. Ectopic expression of C/EBPβ in preadipocytes recruited MLL4 to establish adipogenic enhancers. Similarly, we found that HNF4A-bound regions correlated with MLL4 binding in cells where HNF4A was ectopically expressed. In addition, using two different methods we confirmed that HNF4A and the MLL4 complex physically interact in mouse liver and two cell lines expressing HNF4A. Moreover, HNF4A has been shown to interact with the histone acetyltransferase, p300^62,63^, although whether this is direct or through the MLL4 complex has not been confirmed. Thus, HNF4A joins a growing class of TFs that act by recruiting the required machinery to initiate and maintain enhancer histone modifications.

Previously, we determined that HNF4A interacts with TET proteins to maintain hydroxymethylation, an active DNA modification at enhancers^48^. Given that HNF4A interacts with the MLL4 complex, TET proteins and histone acetyltransferases, HNF4A appears to function to coordinate the active chromatin state. Based on these findings, we propose a stepwise model (Fig. 6) where HNF4A binds genomic regions containing the HNF4A motif, recruits TET proteins and MLL4, resulting in hydroxymethylation of cytosine and monomethylation of H3K4. With p300 being recruited by the MLL4 complex, the nucleosomes are then marked by H3K27ac. These modifications cause changes in charge to the histones, which contributes to loosening of the DNA bound to the nucleosome, increasing accessibility and allowing further binding by other factors. Overall, these findings suggest that HNF4A facilitates the formation of a transcriptionally permissive hub by recruiting the epigenetic machinery to drive cell-type-specific gene expression.

**Fig. 6:**
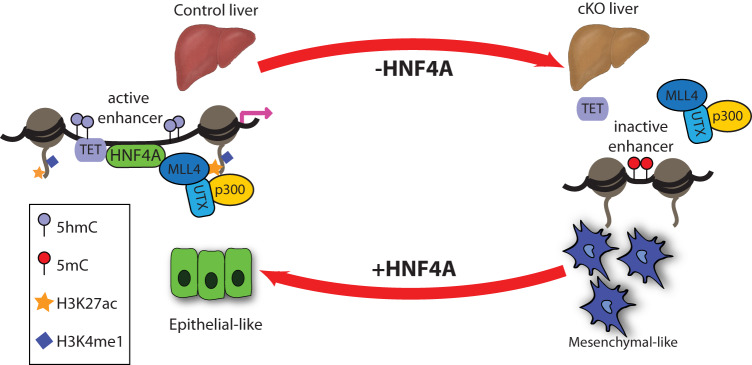
Interplay between HNF4A and epigenetic machinery required for gene expression in vitro and in vivo. HNF4A is required for the establishment and maintenance of the active enhancer state in vivo (top) and in vitro (bottom). HNF4A binding sites at enhancers in control livers show high H3K4me1 (dark blue) and H3K27ac (yellow) with chromatin accessibility (dark grey). HNF4A (green) interacts and recruits the MLL4 complex to enhancers and decorates enhancers with these active modifications resulting in higher gene expression (pink arrow). In cKO livers, HNF4A depletion results in loss of HNF4A mediated recruitment of MLL4 complex to enhancers (shown on right) and loss of active histone modifications resulting in reduction in gene expression. In 3T3 cells (bottom), ectopic expression of HNF4A in 3T3 cells results in morphological changes from mesenchymal to epithelial state resulting in histone modifications chromatin accessibility exhibited by cells in normal liver.

HNF4A expression has previously been proposed to impact chromatin structure: in fibroblast cells, ectopic expression of HNF4A-induced chromatin accessibility to regulate the expression of corticoid binding globulin (CBG) and α1-antitrypsin (α1AT)^64^. In addition, ectopic expression of HNF4A in normal oesophageal cells showed that HNF4A drives the formation of open chromatin within 48 h, although HNF4A binding was not confirmed^65^. While our findings focused on H3K4me1 induction, there was a reduction in accessibility in the *Hnf4a* cKO livers around HBRs, and while most regions bound by HNF4A in cells ectopically expressing HNF4A were already open, a portion gained accessibility at bound sites. This indicates that HNF4A can promote the open chromatin state.

Due to this ability to affect chromatin structure, it was suggested that HNF4A acts as a pioneer factor^50,65^. Pioneer factors are defined by their ability to identify their target sequences in closed chromatin and facilitate remodelling to increase accessibility^66,67^. Pioneer factors can scan DNA sequences on the surface of a nucleosome to access silent chromatin and initiate opening that allows other TFs, proteins and histone modifiers to alter the chromatin landscape. While we have shown that HNF4A expression changes accessibility at a subset of regions and that it is capable of recruiting the MLL4 complex and encouraging histone modifications that activate an enhancer, HNF4A is not bound to closed chromatin. Well established pioneer factors, such as FOXA1, FOXA2, PAX7, GATA3 or GATA6, bind regions in unmarked chromatin^65,68–70^. It has been proposed that this binding represents the scanning function of the pioneer factors^67^. Since the vast majority of HBRs have associated H3K4me1 and H3K27ac, HNF4A likely does not have this scanning function in closed chromatin. While HNF4A can efficiently affect H3K4me1 and H3K27ac levels, it has been shown that HNF4A is unable to bind nucleosomes^71^, a defining feature of pioneer factors. While there is a possibility that HNF4A binding causes immediate opening of chromatin and therefore is only seen at open chromatin, the lack of other defining features of a pioneer factor suggest that additional factors are required to facilitate opening of chromatin. Further investigation with well-timed experiments will be needed to define the players required.

HNF4A is known to cooperate with the FOXA family and GATA6 of pioneer factors^12,49,55^. Using mouse livers depleted for FOXAs, a subset of regions was identified where HNF4A and FOXA normally co-bound but HNF4A binding was also lost with loss of FOXAs^52^. At these sites alone, there was a reduction in H3K4me1 and H3K27ac in TFKOs while the majority of normally co-bound sites maintained strong HNF4A binding and the histone modifications remained intact regardless of loss of FOXAs. This indicates that HNF4A can maintain H3K4me1 and H3K27ac in livers in the absence of FOXA. Supporting this, we also observed that HNF4A ectopic expression induced chromatin accessibility in cells lacking FOXA expression. However, other pioneer factors may facilitate chromatin opening since within the regions newly activated with the addition of HNF4A, we found motifs for other TFs such as RXRG, RARA and ESRRA indicating that additional mechanisms are likely involved.

It is difficult to correlate the expression of single genes to specific enhancers as precise mapping of enhancers to genes is often inaccurate. Also, most genes are regulated by multiple enhancers since redundancy is built into gene regulatory mechanisms. In our studies, we observed similar effects of HNF4A on overall genomic changes. However, it is noteworthy that the two systems we used show a fundamental difference. In the adult liver HNF4A was removed from an already differentiated state while in the 3T3 cells expression of HNF4A caused a cell fate transition in a fibroblast cell line. These differences account for distinct HNF4A-bound regions and how gene expression is managed in the two systems. For example, *Apoc2* is downregulated in the *Hnf4a* cKO mouse liver where HNF4A is bound at the *Apoc2* promoter region. However, there are no changes in the chromatin accessibility or histone modifications, likely reflecting that other factors are present at promoters. In contrast, *Apoc2* is upregulated in 3T3 cells ectopically expressing HNF4A, where HNF4A is bound at an intronic enhancer and levels of histone modifications are increased. It is interesting that both states result in an expression change for the gene. In contrast, *Ido2* expression was drastically reduced in the *Hnf4a* cKO livers while it was not altered (remained off) in the cell system. These examples highlight how distinct gene regulatory elements can produce similar changes in gene expression due to tissue-specific facets. Thus, changes in overall genomic patterns may not be generalized to all genes.

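*Ido2*, which encodes an enzyme of tryptophan breakdown, fell from 35.3 to 0.684 FPKM in cKO livers, a log2 ratio of −5.69 (p = 5e-05 in the authors' deposited table). In 3T3 cells it had 0.322 FPKM in control and 0.397 in HNF4A EE cells, and the authors' deposited table gives it as not tested. The gene lies on chromosome 8 of GRCm38, on the minus strand from 24531892 to 24576333. The liver and 3T3 tables were normalized separately, so the 2 levels are not set against each other.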

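Among genes tested in both systems, reductions in cKO livers went with increases in HNF4A EE cells more often than the list sizes give. Among the 9907 genes tested in both tables, 1671 were lower in cKO livers and 2392 were upregulated in HNF4A EE cells, and 600 were both. Independent lists of these sizes would share 403.5 (odds ratio 2.01, two-sided Fisher's exact test p = 1.55e-32, over genes, which are not independent replicates). A gene near 0 in both groups of cells could go untested, as *Ido2* did. A gene near 0 in control cells could be tested if it rose. Which genes were tested may thus raise the number shared, and how far was not tested. The other 1071 of these 1671 genes were not upregulated in the cells. In all, 2596 genes were lower in cKO livers, and those outside the 1671 were not tested in the cells. Ranked by the smaller of their 2 changes, the shared genes above 0 FPKM in every group begin with *Glyat* and *Rab17*. *Glyat*, which conjugates glycine to acyl groups, went from 177 to 5.02 FPKM in livers and from 0.246 to 2.95 in cells. *Rab17*, an epithelial trafficking protein, went from 13.5 to 1.14 and from 0.456 to 8.81. *Apoc3* is outside this ranking, as are other shared genes listed at 0 in control cells, such as *Aspdh* and *Acsm1*. *Apoc3* went from 5658 to 523 in livers and is listed at 0 in control cells and at 6.00 in HNF4A EE cells. *Tkfc*, an enzyme of fructose breakdown, went from 226 to 23.7 and from 20.4 to 249. *Sbk1*, *Extl1*, *Srgap3* and *2010003K11Rik* follow *Tkfc* in the ranking. *Apob*, next after them, went from 579 to 100.0 and from 0.0126 to 0.935. *Dgat2*, which makes triglycerides, comes further down, after genes not named here. It went from 441 to 67.5 and from 2.33 to 12.4. *Numa1* shows another pattern, with 36.3 FPKM in control and 22.9 in HNF4A EE cells, a reduction that passed. The tables were normalized separately, and the overlap is of calls made within each.

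**Figure D3:**
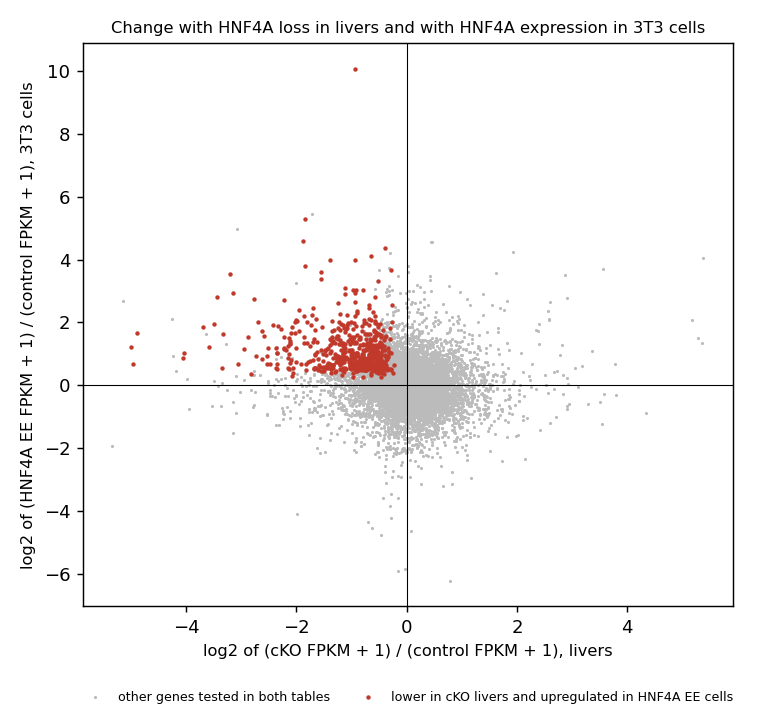
Each point is 1 of the 9907 genes tested in both tables, placed by the log2 ratio of FPKM + 1 in cKO over control livers (horizontal) and in HNF4A EE over control 3T3 cells (vertical). The 600 red points are lower in cKO livers and upregulated in HNF4A EE cells, and the topmost of them is *Hnf4a*.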

In summary, our work demonstrates the essential role that HNF4A plays in liver by establishing and maintaining the epigenetic landscape via direct interaction with the MLL4 complex. Our work also highlights the role of HNF4A in regulating MET and the epithelial phenotype of cells, and we provide a mechanism for HNF4A-controlled gene regulation. These findings provide a greater understanding of how the aberrant epigenetic program, upon loss or reduced expression of HNF4A, can contribute to disease progression, such as in hepatocellular carcinoma.

## Methods

### Mice and cell preparation

All mouse protocols were approved for ethics by the Animal Care Committee, University of British Columbia. We have complied with all relevant ethical regulations for animal use. For HNF4A and FOXA2 ChIP-seq, livers from 8-week-old female mice (C57BL6/J) were collected. For *Hnf4a* cKO mice, mice with a tamoxifen inducible, *Albumin* promoter-driven Cre (*Alb-CreER*^*T2*^) were crossed with *Hnf4a*^fl/fl^ mice^10^ and tamoxifen (2 mg/ml, intraperitoneal, subcutaneously) was administered to adults every other day until day 7 when the mice were euthanized and livers were collected. Control mice for the cKO were *Hnf4a*^fl/fl^, Cre negative with no tamoxifen. The HNF4a knockout animal studies and procedures were carried out in accordance with the National Cancer Institute Animal Care and Use Committee. Mice were maintained in a pathogen free animal facility with a 12-h light/dark cycle.

### Cell culture and lentiviral transduction

Mouse fibroblast (NIH 3T3 or 3T3), human embryonic kidney (HEK293T), and human hepatoma (HepG2) cells were purchased from the American Type Culture Collection (Manassas, VA). Cells were cultured in DMEM (with high glucose and pyruvate) media (Gibco^TM^) supplemented with 10% fetal bovine serum (FBS) (Gibco^TM^) and 1% penicillin and streptomycin (Gibco^TM^). All cells were maintained in humidified incubators with 5% CO_2_ at 37 °C. A lentivirus construct with mouse *Hnf4a-*IRES-eGFP was used to ectopically express Hnf4a (isoform 2, 474 a.a.). The packaging/envelope vectors pCMV-dR8.74, pCMV-VSV-G, and pRSV-Rev were kindly gifted by Dr. Andrew Weng (Terry Fox Laboratory). For lentiviral packaging, HEK293T cells were cultured on 10 cm plates using DMEM supplemented with 10% FBS. The co-transfection of lentiviral and packaging plasmids was achieved using polyethyleneimine (PEI). The media was replaced after 24 h and the supernatant was collected 48 h post-transfection. Cells were grown in 6 well plates and lentiviral supernatant was titrated to transduce >95% of the cells. The media was replaced after 24 h and cells were collected 72 h (3 days) post-transduction. HNF4A expression was confirmed by detecting GFP expression, RT-qPCR and western blot analysis.

### In situ proximity ligation assay (PLA)

NIH 3T3 and 293T cells were cultured on coverslips and washed twice with PBS before fixation and permeabilization. Cells were fixed with 4% paraformaldehyde (Sigma-Aldrich) at room temperature for 15 minutes and then permeabilized with Triton-X (0.1% v/v in PBS). PLA was performed according to the manufacturer’s instructions, using Duolink in situ PLA kit (Sigma-Aldrich catalogue #DUO 92102). Images were captured using a Zeiss AxioImager M2.

### Co-immunoprecipitation (Co-IP)

Cells were lysed using CHAPS buffer according to the manufacturer’s protocol (FIVEphoton Biochemicals). In brief, 300 µl ice cold CHAPS buffer with 1x protease inhibitor cocktail tablets (PIC, ThermoFisher) was added to each 10 cm cell culture dish. After scraping cells from the plate, cells were transferred to microcentrifuge tubes and incubated on ice for 10 min. Cell lysates were centrifuged for 15 min at 4 °C at max speed. The supernatant was used for further IP experiments. The lysates were incubated with 2.5 µg of HNF4A or MLL4 antibody at 4 °C overnight. The next day, 20 µl of protein A/G beads (ThermoFisher) was added to the lysates, and samples were rotated for 30 minutes at room temperature. Bead complexes were centrifuged at 4000 rpm for 5 min and washed 3 times using 300 µl CHAPS lysis buffer. SDS gel loading buffer was added to the beads and heated at 65 °C. The resulting proteins were separated and transferred according to the Western blot protocol below and analyzed using antibodies specified in Supplementary Table 1.

### Western blot

Cell lysis was performed using ice-cold lysis buffer (Cell Signalling Technology) supplemented with 1x PIC. Pierce BCA protein assay kit (ThermoFisher) was used for protein quantifications. An equal amount of protein (50 µg) was separated using NuPAGE 4-12% gels (ThermoFisher) and transferred to PVDF membranes. For the MLL4 blot, 3–8% Tris-acetate gels (ThermoFisher) were used alongside corresponding buffers. After blocking with 5% non-fat milk in TBST for 1 h, membranes were incubated with primary antibodies in 5% milk overnight at 4 °C. The membranes were washed with TBST 3 times for 10 min and incubated with HRP-conjugated secondary antibodies in 5% milk at room temperature for 1 h. HRP activity was detected using Pierce ECL Western Blotting Substrate (ThermoFisher). Antibodies used in this manuscript are listed in Supplementary Table 1.

### ChIP-seq

Chromatin immunoprecipitation (ChIP) was performed using pulverized frozen livers^72^. The liver samples were fixed with 1 ml 1% formaldehyde in PBS for 10 minutes at room temperature, quenched with glycine (final concentration 125 mM) for 5 minutes, pelleted by centrifugation (3000 rpm for 3 minutes at 4 °C) and washed twice with PBS for 5 minutes each. Following removal of PBS, cells were lysed for 15 minutes on ice using a volume of cold cell lysis buffer (with final concentrations of 10 mM of Tris‐HCl [pH 8], 10 mM NaCl, 3 mM MgCl_2_, and 0.5% Nonidet P‐40, supplemented with 1x PIC) equal to 5 times the cell pellet. Nuclei were pelleted by centrifugation (13200 rpm, 5 minutes, 4 °C) and then nuclear lysis buffer (50 mM of Tris‐HCl [pH 8], 5 mM of EDTA, 1% SDS, and 1× PIC) was added at a volume of 4 times the nuclear pellet and incubated on ice for 60 min. To shear the chromatin, sonication was performed in a cuphorn Q Sonica Sonicator Q700 for a total of 10 minutes (30-s cycles on/off) to generate 200-500 bp fragments. A volume of chromatin (equal to approximately 1 million cells or 50 µl or up to 10 µg depending on the sample) chromatin was diluted with a volume of ChIP dilution buffer (16.7 mM of Tris‐HCl [pH 8], 167 mM of NaCl, 0.01% SDS, 1.1% Triton X‐100, 1.2 mM of EDTA, and 1× PIC) equal to 4 volumes of chromatin, and 20 µl Pierce Protein A/G Ultralink beads (ThermoFisher) and PIC were added and rotated at 4 °C for 1 h to clear the chromatin. Beads and chromatin were spun at 4000 rpm for 2 min and the solution containing the chromatin was removed from the beads and added to fresh tubes with 3 µg of transcription factor antibody or 2 µg histone modification antibody (Supplementary Table 1) and rotated at 4 °C overnight. Protein A/G beads were added to the samples in the morning and rotated for 4 h at 4 °C. A/G bead complexes were washed with rotation in 0.5 ml low salt wash (20 mM of Tris‐HCl [pH 8], 0.15 M of NaCl, 2 mM of EDTA, 0.1% SDS, and 1% Triton X‐100), high salt wash (20 mM of Tris‐HCl [pH 8], 0.5 M of NaCl, 2 mM of EDTA, 0.1% SDS, and 1% Triton X‐100), lithium chloride wash (10 mM of Tris‐HCl [pH 8], 0.25 M of LiCl, 1 mM of EDTA, 1% Nonidet P‐40, and 1% sodium deoxycholate), and Tris‐EDTA buffer (twice) for 5 min each with centrifugation at 4000 rpm for 2 min to settle beads. Samples were eluted from beads using 125 µl of 0.1 M of sodium hydroxycholate in 1% SDS for 15 min at room temperature followed by centrifugation at 6000 rpm for 2 min. Elution was repeated with a second volume of 125 µl. To the 250 µl of eluted chromatin, 10 µl of 5 M NaCl, 10 µl 1 M Tris-HCl (pH 6.5), 5 µl 0.5 M EDTA, 2.5 µl 10 mg/ml RNAse A (Invitrogen) and 2 µl 10 mg/ml proteinase K (Ambion) were added to the eluted samples followed by overnight incubation at 65 °C. DNA was extracted using a standard phenol-chloroform extraction (using phenol-chloroform twice followed by just chloroform) and the final aqueous phase precipitated 1:10 with 0.3 M sodium acetate, 1:100 glycogen (ThermoFisher, 20 µg/ml) and 2.5x volume of anhydrous ice cold ethanol. Following incubation at −80 °C for 1 h, samples were spun down at 13200 rpm for 30 minutes at 4 °C. Pellets were washed with 70% ethanol, spun down 15 min at max speed and dried at room temperature. The pellets were resuspended in nuclease-free water and used directly for qPCR analysis and library construction.

### Cleavage under targets and tagmentation (CUT&Tag)

CUT&Tag was performed using ~500,000 cells per assay^73^. For liver samples, 3-5 mg of liver tissues was pulverized using liquid nitrogen and used for CUT&Tag. 3T3 cells and pulverized liver samples were washed with 1.5 ml wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM spermidine, and 1x PIC) and resuspended in 1 ml wash buffer. Next, 10 µl of prepared Concanavalin-A coated magnetic beads (Bangs Laboratories) were added to each sample and incubated for 15 min at room temperature. A magnet was used to pull down beads for 2 min, unbound solution was removed and bead-bound cells were resuspended in 100 µl wash buffer containing 0.05% digitonin (ThermoFisher), 2 mM EDTA and the histone modifications or HNF4A antibody (0.5 or 1 µg respectively, Supplementary Table 1). Samples were incubated overnight at 4 °C, washed using the magnet stand, and incubated with secondary antibody (Supplementary Table 1) diluted in Dig-Wash buffer (1:50) for 1 h at room temperature. Following 2 washes with Dig-Wash buffer for 5 min each, samples were incubated with 100 µl of 1:200 pA-Tn5 adapter complex diluted in Dig-300 buffer (0.01% Digitonin, 20 mM HEPES, pH 7.5, 300 mM NaCl, 0.5 mM Spermidine, PIC) for 1 h at room temperature, and then samples were incubated again with Dig-300 buffer containing 10 mM MgCl_2_ at 37 °C for 1 h. The tagmentation was stopped by adding 16.6 mM EDTA, 0.1% SDS, and 50 µg Proteinase K and incubated for 1 h at 50 °C. DNA was extracted by the phenol-chloroform method as described in the ChIP-seq section. Sequencing libraries were generated using barcoded primers^74^. The libraries were amplified for 14 cycles using a thermocycler. DNA purification was achieved using sparQ PureMag Beads (Quantabio). Libraries were sequenced at the University of British Columbia (now SBME Sequencing Facility).

### ATAC-Seq

For NIH 3T3 ATAC-seq^75^, 100,000 cells were used per experiment and for liver samples 3 mg of pulverized tissue was used as starting material. Following centrifugation at 500 g for 5 min at 4 °C, cells were washed with cold PBS and then resuspended in cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% NP-40). Cells were lysed on ice for 15 min and then spun down at 500 g for 10 min at 4 °C. After removing the supernatant, the nuclei were resuspended in transposition reaction mix (25 µl TD 2x reaction buffer, 2.5 µl Nextera Tn5 Transposase, 22.5 µl nuclease free water). The reaction was incubated for 30 min at 37 °C. DNA was purified using a PCR purification kit (ThermoFisher) and eluted in elution buffer (10 mM Tris buffer, pH 8). DNA was amplified for 10 cycles using a thermocycler and barcoded primers^74^. DNA purification was achieved using sparQ PureMag Beads (Quantabio). Libraries were sequenced at the University of British Columbia (now SBME Sequencing Facility).

### CUT&Tag, ATAC- and ChIP-seq data processing and analysis

The sequencing reads were mapped to mm10 genome by the BWA aligner^76^ version 1.1.4. Duplicate reads were marked using Picard version 2.1.1 (https://github.com/broadinstitute/picard) on Illumina base space. The encode_task_filter.py script from the ENCODE ChIP-seq pipeline 2 (https://github.com/ENCODE-DCC/chip-seq-pipeline2/blob/master/src/encode_task_filter.py) was used to filter the Binary Alignment Map (BAM) files. The encode_task_filter.py script eliminates low quality (MAPQ < 5), unpaired and unmapped reads using SAMtools version 1.3^77^ with the SAM flag filter “-F 1804”. Peaks were called using MACS2 with parameters “-p 0.01 -f BAMPE -g mm” for CUT&Tag data, and “-p 0.01 -g mm --nomodel --shift −75 --extsize 150” for the ATAC-seq data^78^. Bigwig (bw) files used for downstream analysis were generated using MACS2 bdgcmp by using the fold enrichment option for the ATAC-seq data. All bed and bw files were filtered using the ENCODE Blacklist (https://sites.google.com/site/anshulkundaje/projects/blacklists). Bed and bigwig files were analyzed using Cistrome^79^, Galaxy^80^, integrative genome browser (IGV)^81^. The genomic maps for individual genes were generated using the UCSC genome browser https://genome.ucsc.edu/. Motif analysis was performed using the Seqpos tool^79^ by scanning 300 bp spanning the HNF4A, H3K4me1 and MLL4 peak summits. k means clustering and H3K4me1 and MLL4 differential binding analysis was performed using ChAsE^82^. ChIP-seq and CUT&Tag heatmap were generated using ChAsE^82^ and profile plots for the same data were generated using the sitepro tool in Cistrome. Genomic location analysis of HNF4A, H3K4me1 and MLL4 was performed using the CEAS tool^83^. Genes associated with regulatory regions were identified using GREAT^84^.

### RNA-seq and analysis

RNA samples from cell lines and pulverized livers were extracted using TRIzol (ThermoFisher) reagent using the manufacturer’s protocol. Three biological replicates were used for RNA extraction followed by sequencing at the University of British Columbia (now SBME Sequencing Facility). Sequencing reads were aligned to mm10 using the STAR aligner^85^. Cufflinks^86^ was used to calculate fragments per kilobases of exon per million reads (FPKM) values. For the downstream analysis of RNA-seq data, log2 ratio ≥ 0.5 or ≤−0.5 and *p* value < 0.05 were used. See Supplementary Data 1 and 2.

### Statistical and Reproducibility

RT-qPCR results were calculated as mean ± SEM or mean (SD) derived from three experiments and two replicates were used for ChIP-qPCR. The statistical significance (*p*-value) was calculated with a Student’s *t* test using GraphPad or Microsoft Excel software. Western blots, Co-IP and PLA experiments were completed multiple times to ensure reproducibility with a representative shown. ChIP-seq, CUT&Tag and ATAC-seq were all completed only once although qPCR was used for validation (not shown). RNA-seq was done on 3 biological replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of additional supplementary files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The data generated in this manuscript is available through GEO accession numbers: GSE210842 (RNA-seq) and GSE211123 (ATAC-seq and CUT&Tag). Uncropped and unedited Western Blots are shown in Supplementary Figures 6 and 7 and source data are provided in Supplementary Data 1-3.

# Supplementary material for: HNF4A guides the MLL4 complex to establish and maintain H3K4me1 at gene regulatory elements
**Source:** Commun Biol. 2024 Jan 31;7:144. doi: 10.1038/s42003-024-05835-0
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

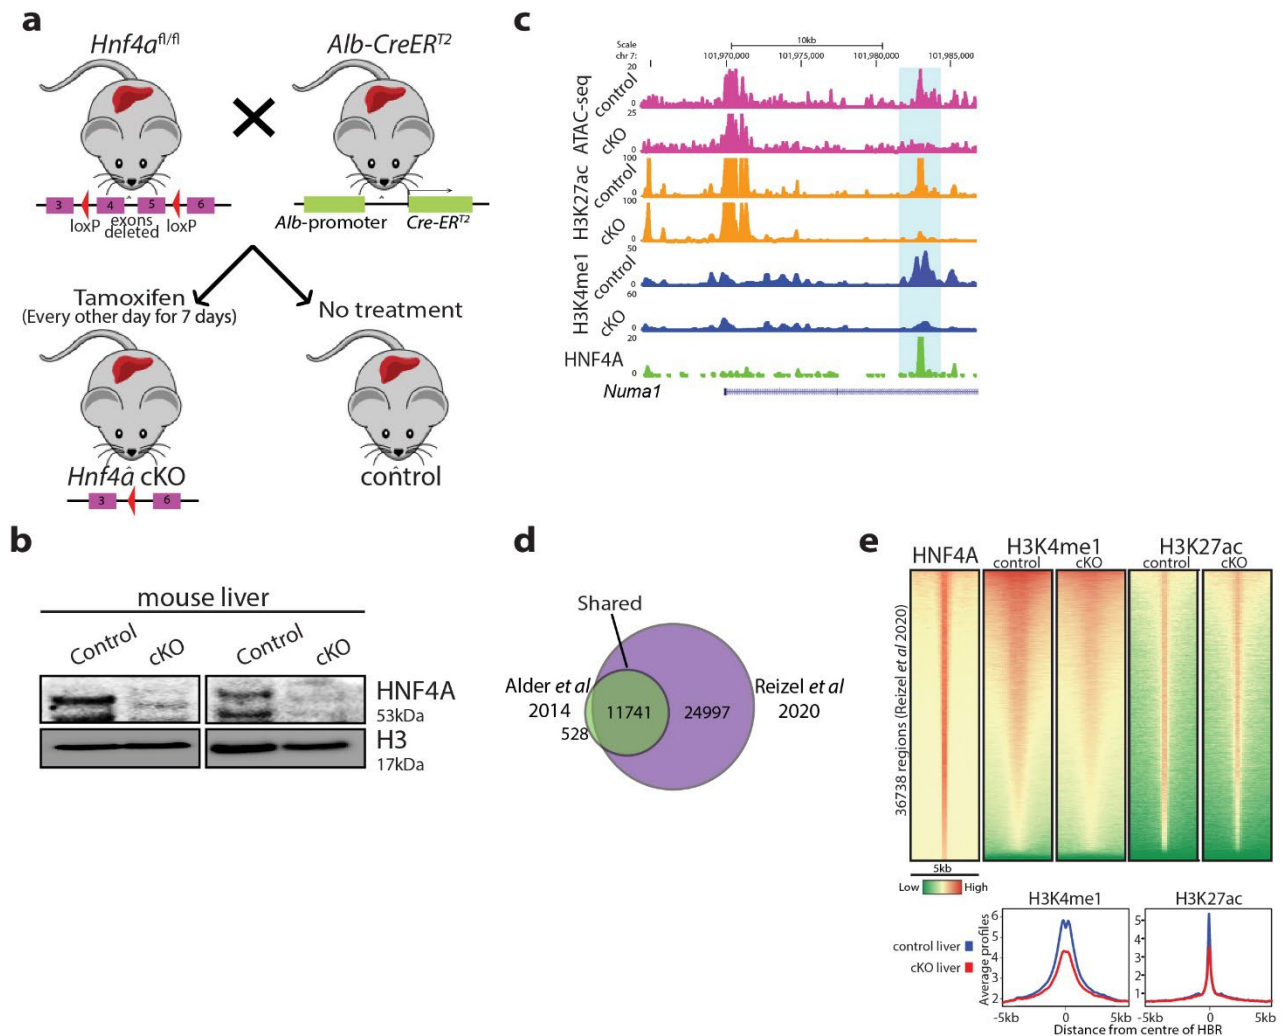

Supplementary Figure 1. Hnf4a cKO livers show reduced histone modifications at HNF4A-bound regions. See also Fig. 1.

a Depiction of how HNF4A was conditionally knocked out in the adult liver. All conditional knockout (cKO) livers used for experiments were following 7 days of tamoxifen treatment. Control animals were of the same genotype but received no tamoxifen. **b** Western blots showing loss of HNF4A in cKO compared to control with total H3 as loading control. Biological replicates are shown. **c** Genome browser of

Numa1 as an example of changes observed in cKO. HBR highlighted in blue. **d** Venn diagram comparing our HNF4A mouse adult liver dataset (Alder *et al* 2014) with HNF4A mouse adult liver dataset (Reizel *et al* 2020). **e** Heatmaps of our control and cKO data on the expanded Reizel dataset. Average profiles shown at the bottom illustrating the decrease in H3K4me1 and H3K27ac at HBRs in the expanded dataset.

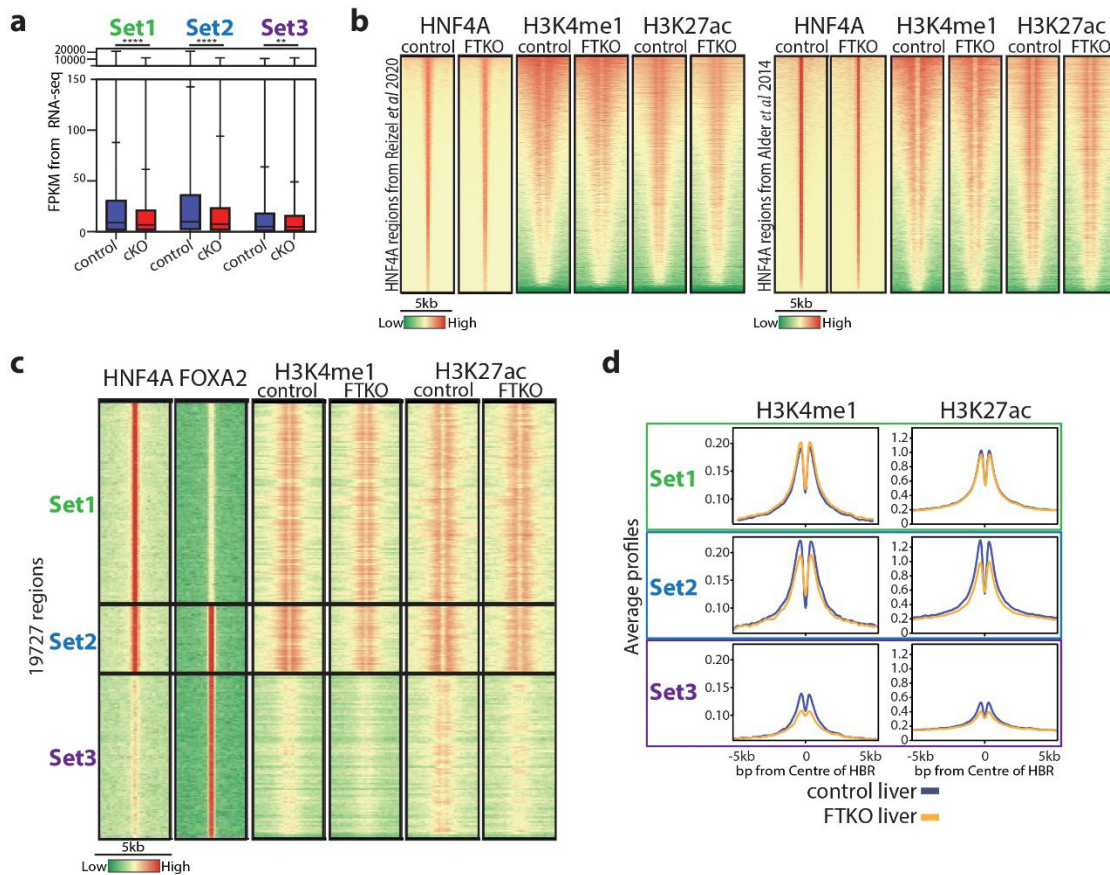

Supplementary Figure 2. HNF4A binding and its maintenance of histone modifications are unaffected by loss of all FOXA proteins. See also Fig. 2.

a Expression from RNA-seq for control vs cKO of genes associated with HBRs identified in each set. Line on bar graph designates median while line on whiskers designates mean. (****p-value<0.0001, **p-value<0.01). n=3 biologically independent samples. **b** Heatmaps showing HNF4A, H3K4me1 and H3K27ac in control and FOXA triple knockout (FTKO) across both the Reizel *et al* dataset and our dataset (HNF4A in mouse adult liver) around HBRs. **c** Heatmaps showing H3K4me1 and H3K27ac in control and FTKO from Reizel data across Set1 (HNF4A bound only), Set2 (shared regions where HNF4A and FOXA2 bind) and Set3 (FOXA2 bound only) around TF

bound regions. **d** Average profiles for H3K4me1 and H3K27ac for control and FTKO livers over Set1-Set3.

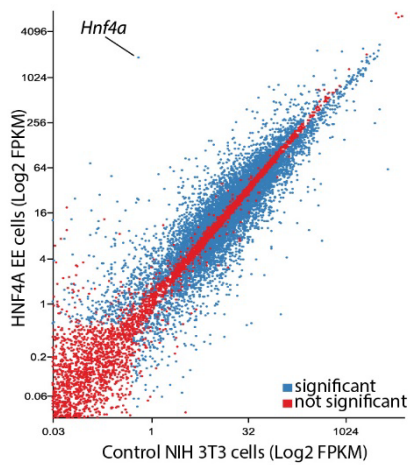

Supplementary Figure 3. HNF4A is highly expressed in cells ectopically expressing the mRNA linked with GFP. See also Fig. 3.

Scatterplot of RNA-seq for NIH 3T3 control (empty vector transduction) and HNF4A ectopic expression (EE; transduced with HNF4A expression plasmid). 

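*Hnf4a* had an FPKM of 0.639 in control cells and 1758 in HNF4A EE cells, a log2 ratio of 11.43 (p = 5e-05 in the authors' deposited table, the smallest value it holds). The construct carries the mouse coding sequence, so its RNA and that of the cells' own gene count together.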

*Hnf4a* is indicated. Significantly differentially expressed genes are shown in blue.

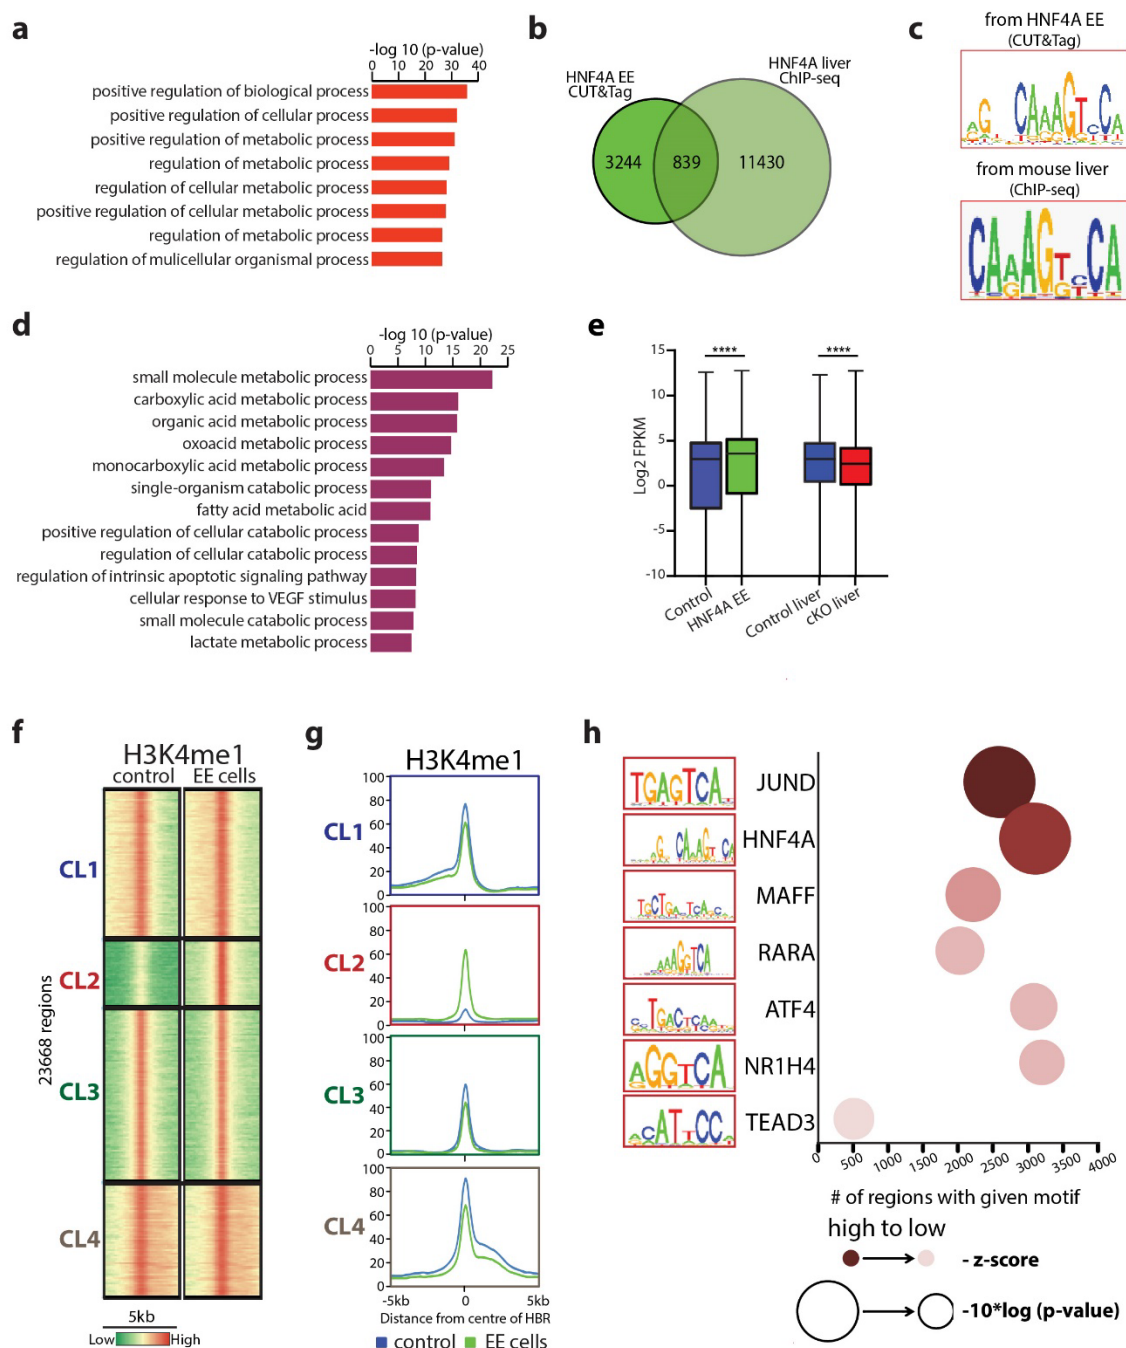

Supplementary Figure 4. HNF4A bound regions vary greatly based on cell type but HNF4A enhances H3K4me1 levels in either setting. See also Fig. 4.

a Gene association of 4083 HNF4A bound regions (HBRs) from 3T3 EE cells found metabolic processes enriched by Gene Ontology. Significance shown as $-\log_{10}(p\text{-value})$

value). **b** Venn diagram showing overlap of HBRs (839 regions) between HBRs from HNF4A EE 3T3 cells and mouse adult liver. **c** HNF4A motifs found from CUT&Tag in HNF4A EE cells and ChIP-seq in adult mouse liver. **d** Gene Ontology analysis following gene association for the 839 shared regions between the two HNF4A datasets (3T3 cells and mouse adult liver) show that these genes are enriched for metabolic processes. **e** Expression analysis based on RNA-seq for the genes associated with the 839 regions in control compared to HNF4A EE and the control livers compared to cKO livers. Gene expression changes are statistically significant (****p-value<0.0001). n=3 biologically independent samples. **f** Heatmaps show that CL2 are gaining H3K4me1 when HNF4A is ectopically expressed All H3K4me1 regions found in EE cells are shown on the heatmaps. **g** Average profiles of H3K4me1 for control and EE cells for each cluster. **h** Motif analysis for CL2 demonstrating significance based on z-score (colour), p-value (size of circle) and number of regions with the given motif.

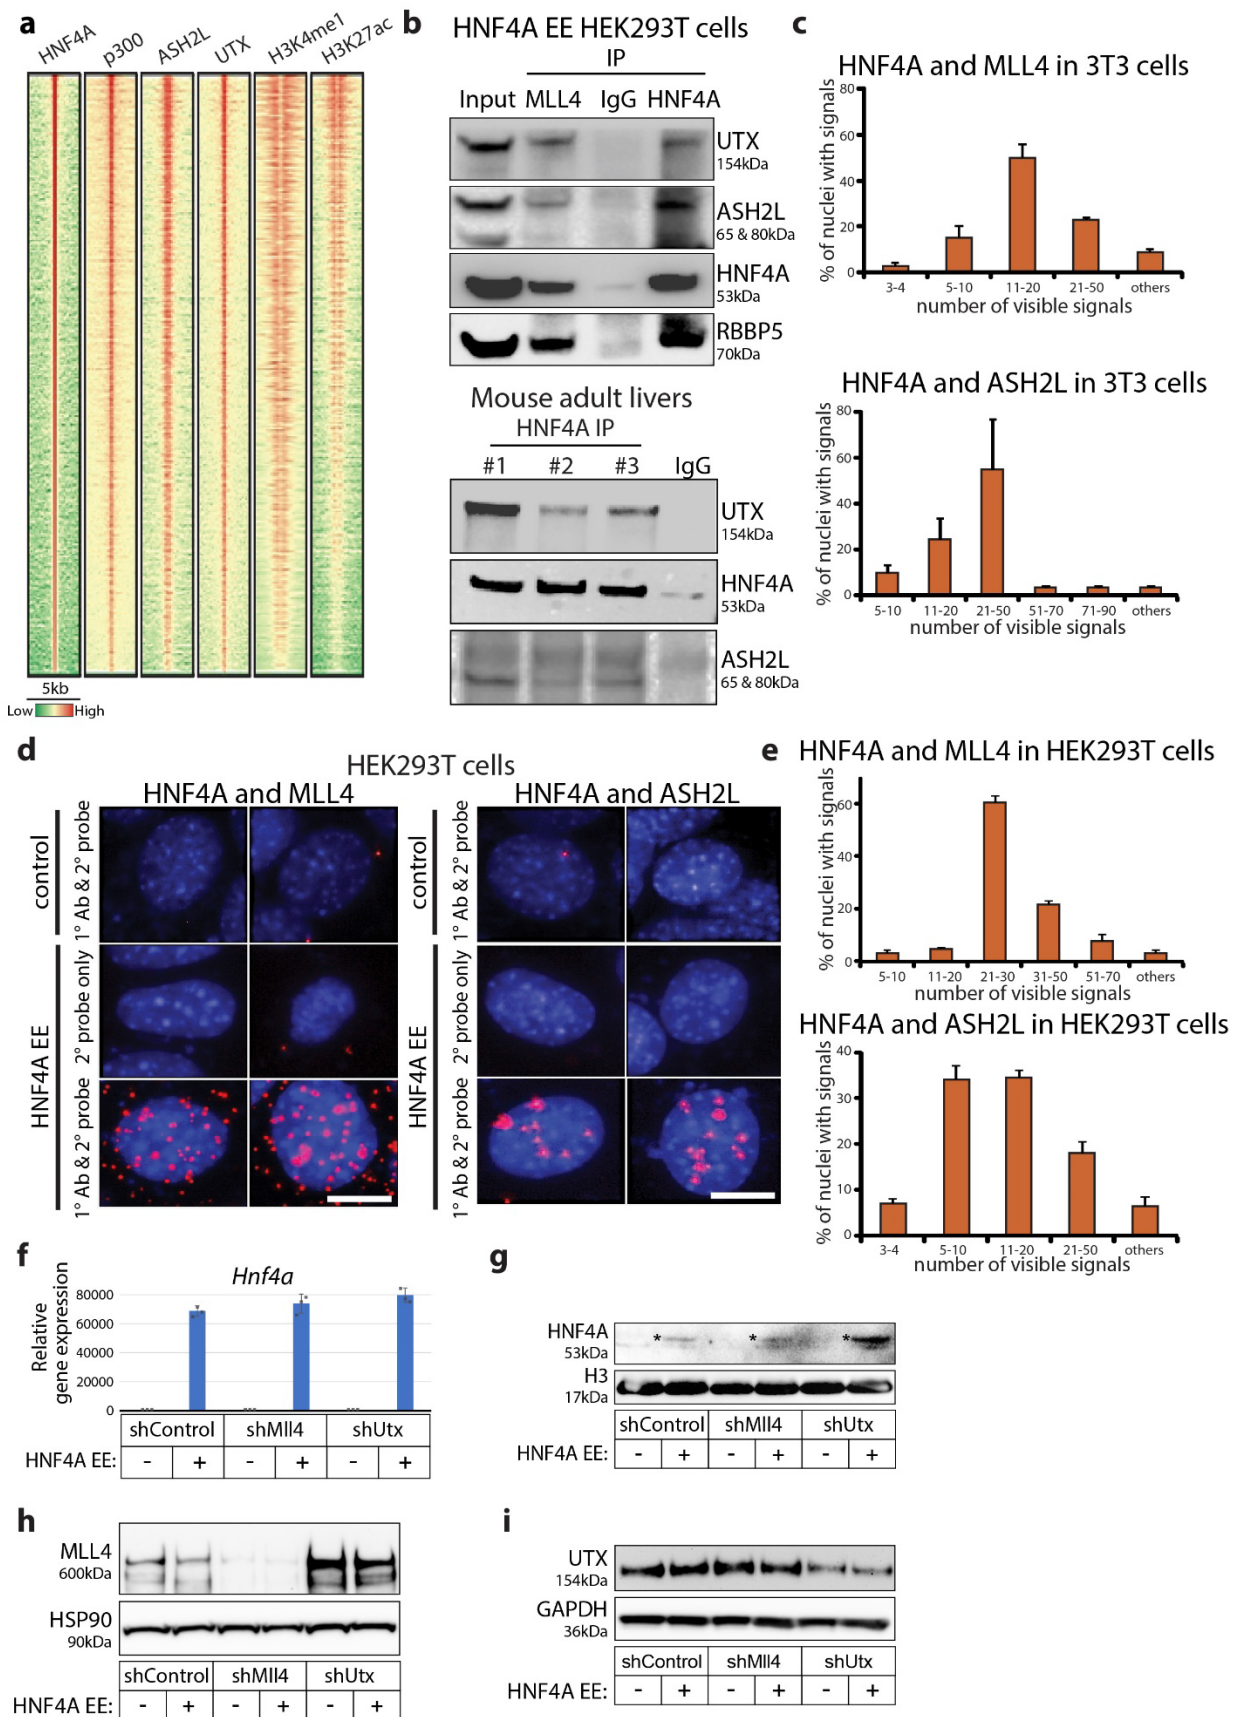

Supplementary Figure 5. HNF4A interacts with MLL4 complex components to direct H3K4me1 establishment. See also Fig. 5.

a Heatmaps around HNF4A bound regions identified in HepG2 cells show binding of p300, ASH2L, and UTX at HBRs. **b** Immunoprecipitation using MLL4 or HNF4A antibodies followed by western blotting with UTX, ASH2L, HNF4A or RBBP5 primary antibodies in HEK293T cells ectopically expressing HNF4A (top) or mouse adult liver (bottom; where HNF4A is endogenously expressed) show interactions are occurring between components of MLL4 complex and HNF4A. **c** Bar chart with standard deviation showing the percentage of nuclei with positive PLA for HNF4A and MLL4 (top) or HNF4A and ASH2L (bottom) signals in HNF4A EE 3T3 cells. Y-axis groups cells based on the number of detected interactions per cell. **d** PLA for HNF4A and MLL4 (left) or HNF4A and ASH2L (right) in HEK293T cells ectopically expressing HNF4A. Top two panels in each show negative controls. Red dots show positive signal in the bottom panel. Scale bars, 10 μ m. **e** Bar charts with standard deviation plotting percentage of nuclei with specific number of visible signals in HEK293T cells. **f** The RT-qPCR shows increased *Hnf4a* expression after 72 hours from initial transduction. Error bars represent standard deviation. **g, h, i** Western blots show protein expression of HNF4A (**g**), MLL4 (**h**), and UTX (**i**). H3, HSP90 and GAPDH are used as loading controls. Asterisks (*) indicate the protein bands for HNF4A. n=3 field of views (**c, e**) or 3 technical replicates (**f**).

a

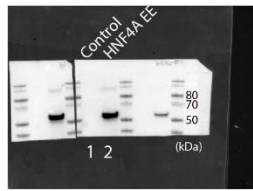

anti-HNF4A immunostaining with pre-stained protein ladders

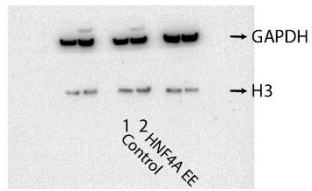

anti-GAPDH and anti-H3 immunostaining

b

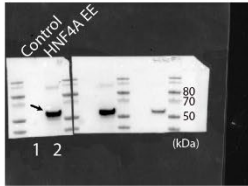

anti-HNF4A immunostaining with pre-stained protein ladders

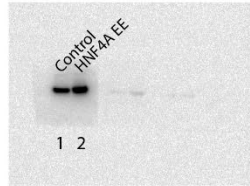

anti-H3K4me1 immunostaining

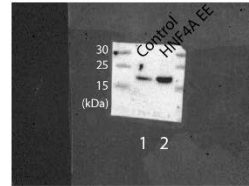

anti-H3K27ac immunostaining

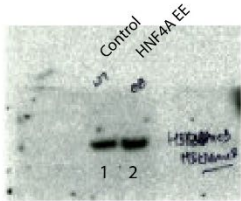

anti-H3K36me3 immunostaining

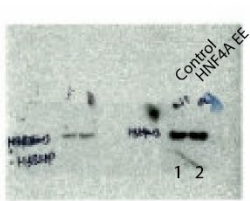

anti-H3K9me3 immunostaining

c

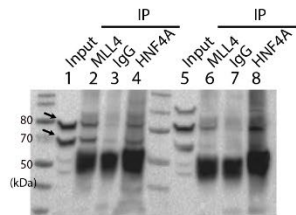

anti-ASH2L immunostaining with pre-stained protein ladders

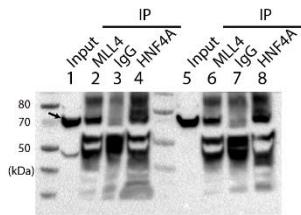

anti-RBBP5 immunostaining with pre-stained protein ladders

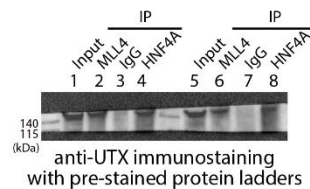

anti-UTX immunostaining with pre-stained protein ladders

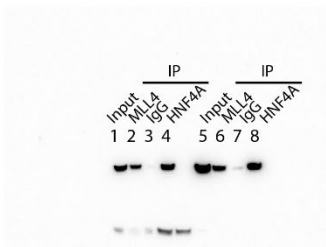

anti-HNF4A immunostaining

Supplementary Figure 6. Uncropped western blot images. See also *Figs. 3, 4, 5* and *Supplementary Fig. 5*.

a, b Lanes 1 and 2 were used in *Figs. 3c* and *4b*, respectively. **c** *Fig. 5d* employed lanes 1-4, while lanes 5-8 were utilized for *Supplementary Fig. 5b*. PageRuler™ Prestained Protein Ladder (Thermo), size marker.

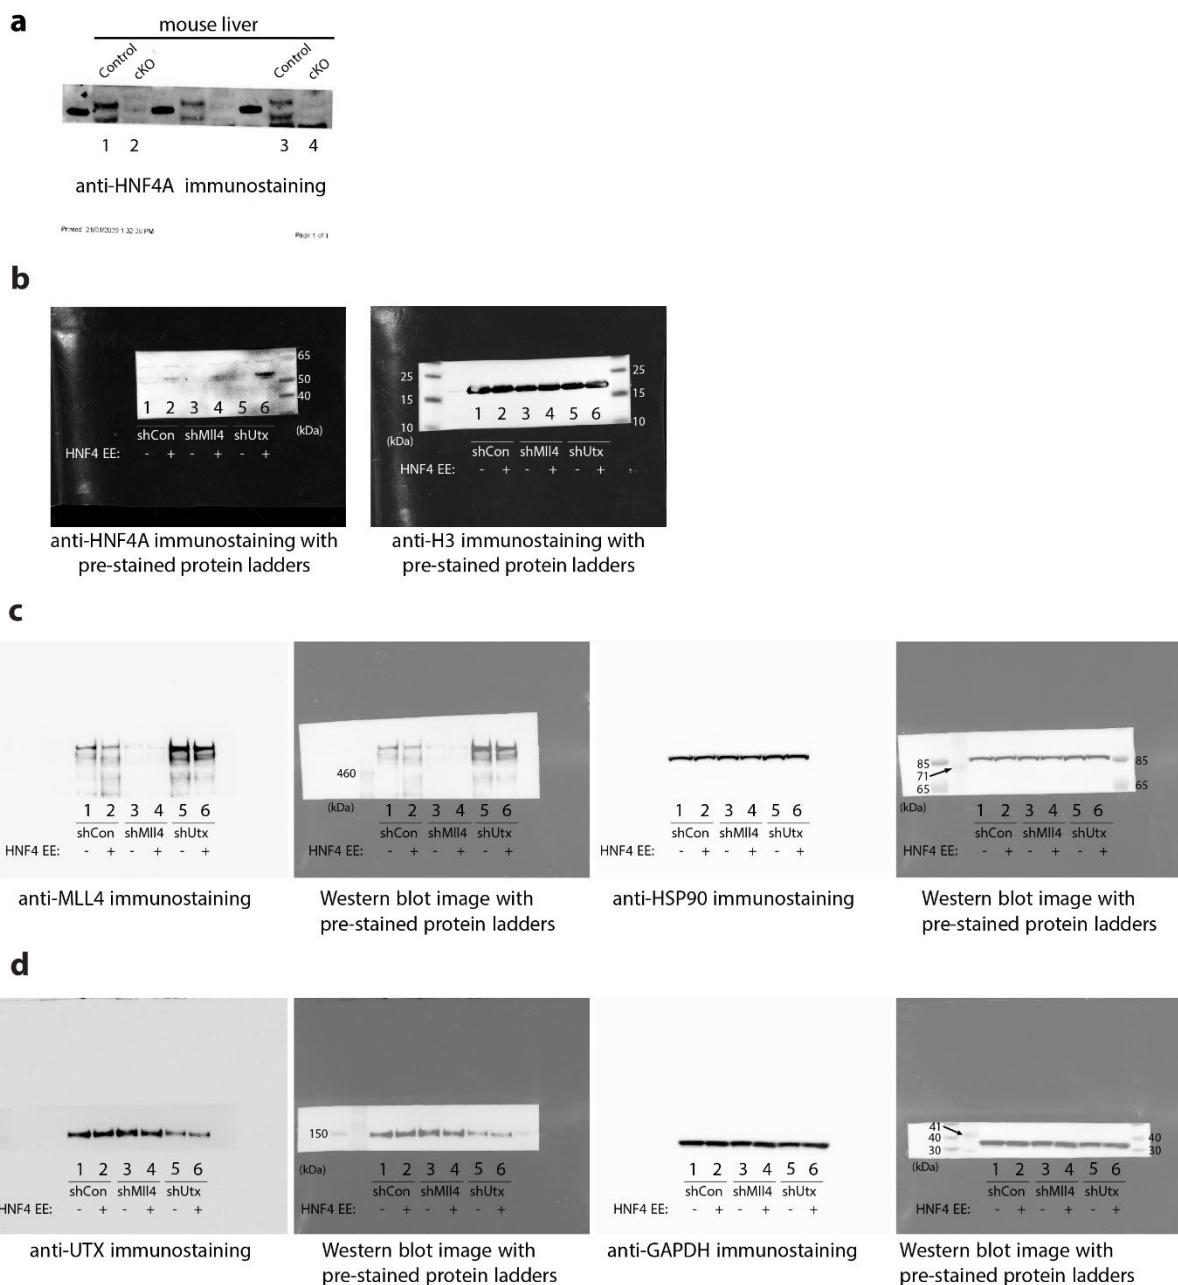

Supplementary Figure 7. Additional details and usage of western blot images. See also Supplementary Figs. 1 and 5.

a Western blot images of lanes 1-4 were used for Supplementary Fig. 1b. **b, c, d**

Uncropped images were used for Supplementary Fig. 5g (**b**), Supplementary Fig. 5h

(c), and Supplementary Fig. 5i (d). HiMark™ Pre-stained Protein Standard (Invitrogen) and PageRuler™ Prestained Protein Ladder (Thermo) were used as size markers.

Supplementary Table 1. Materials used in this study

Primers used for q-RT PCR			
Gene	Species	Forward sequence	Reverse sequence
<i>Hnf4a</i>	Mouse	AGCGTGAGGAAGAACACAT	AGCCGGAAACACTCTTA
<i>Gapdh</i>	Mouse	AGGTCGGTGTGAACGGATTGG	TGTAGACCATGTAGTTGAGGTCA
<i>B-Actin</i>	Mouse	GGCTGTATTCCCTCCATCG	CCAGTTGGTAACAATGCCATGT
<i>Apoc2</i>	Mouse	TTCCAACATCAGGATGACCA	TACTGGAGTGAGCCAGGATAG
<i>Aqp1</i>	Mouse	CTGCTGGCGATTGACTACA	AAATCCAGTGGTTTGAGAAGTTG
CHIP-qPCR Primers			
<i>Nrmt</i>	Mouse	ACCCTATTACATGGCTGTGACC	GCAGTGGGCAGAACATCCAAAGAA
<i>Prlr</i>	Mouse	TCCCTTCATCTCGTGGTGTGGA	GGGTATCATTTGCTGTGTGGCAAT
<i>Rfx4</i>	Mouse	ACAGGAGCCAGGAAGGAACAGAA	AGGCATGCTTTGTTAGCCTGAGC
<i>Ido2</i>	Mouse	CGAGGAGCAAAAGTTCCATAGAGACAC	TTGGGAAAGAACAGTGGGTTTGGC
<i>Agxt</i>	Mouse	ATCAGCAAGTGAAGGCCACGAAAC	TGCAACTTGAGAAAGCTGGCCATTG
<i>Six1</i>	Mouse	CTATCTTTGTGCCGGGTGTT	GGTCCCATCTCCCTTGTTA
<i>Apoc2</i>	Mouse	TGAACTCCTGATGCTCTGCG	GGTGCTCAGGGTTCTAGGTT
<i>Aqp1</i>	Mouse	CTGCGGATAAGGCACAGAAA	GTACAGATAAACCAGAGGCAAG
<i>Negative control</i>	Mouse	TGGCTTGATGCCTATCCTCTGCAA	TGATCAGAAACCAAGCAGAGGCAGT
Antibody used for ChIP-qPCR, ChIP-seq, CUT&TAG, CO-IP, PLA & Western Blot			
Antibody	Company	Catalogue	Species
H3K27ac	Abcam	ab4729	Rabbit
H3K4me1	Diagenode	C154100037-50	Rabbit
H3K4me3	Cell Signaling	9751	Rabbit
H3K36me3	Abcam	ab9050	Rabbit
H3K9me3	Abcam	ab8898	Rabbit
H3	Active Motif	39064	Mouse
MLL4	Millipore	ABE1867	Rabbit
UTX	Cell Signaling	D3Q1I	Rabbit
UTX	Abcam	ab154126	Rabbit
ASH2	Bethyl Laboratories	A300-112A	Rabbit
RBBP5	Bethyl Laboratories	A300-109A	Rabbit
HNF4A	Santa Cruz Biotechnology	sc-8987	Rabbit
HNF4A	Santa Cruz Biotechnology	sc-6556	Goat
Normal Goat IgG	Santa Cruz Biotechnology	sc-2028	Goat
Normal Rabbit IgG	Santa Cruz Biotechnology	sc-2027	Rabbit
GAPDH	Invitrogen	AM4300	Mouse
HSP90	Santa Cruz Biotechnology	sc-13119	Mouse
Probes used for PLA			
Probes name	Company	Catalogue	
Anti Rabbit minus	Sigma/Duolink	DUO92005	
Anti Goat Plus	Sigma/Duolink	DUO92003	
mouse TRC shRNA			
Gene	TRC ID	Gene ID	Species
<i>Utx/kdm6a</i>	TRCN0000305239	22289	Mouse
<i>MLL4/Kmt2d</i>	TRCN0000239234	381022	Mouse

# Supplementary material for: HNF4A guides the MLL4 complex to establish and maintain H3K4me1 at gene regulatory elements
**Source:** Commun Biol. 2024 Jan 31;7:144. doi: 10.1038/s42003-024-05835-0
**Supplement:** Supplementary file 2 — Description of additional supplementary files

Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** RNA-seq of control and HNF4A cKO livers

**File name:** Supplementary Data 2

**Description:** RNA-seq in control NIH 3T3 cells and HNF4A ectopically expressing NIH 3T3 cells

**File name:** Supplementary Data 3

**Description:** Numerical source data for graphs

# Supplementary material for: HNF4A guides the MLL4 complex to establish and maintain H3K4me1 at gene regulatory elements
**Source:** Commun Biol. 2024 Jan 31;7:144. doi: 10.1038/s42003-024-05835-0
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	<i>Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.</i>
Data analysis	<i>Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.</i>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data generated in this manuscript is available through GEO accession numbers: GSE210842 (RNA-seq) and GSE211123 (ATAC-seq and CUT&Tag).

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Sample size varied based on experiment as described.

Data exclusions No data was excluded

Replication Biological replicates were performed as described in Materials and Methods and in Figure Legends.

Randomization Randomization was not performed in this study.

Blinding No blinding was used in this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used See Supplementary Table 1

Validation All antibodies were commercial and were tested using western blotting.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	NIH 3T3, HEK293T and HepG2 were purchased from American Type Culture Collection (ATCC)
Authentication	All cell lines used in this study were authenticated by ATCC
Mycoplasma contamination	Cell lines were tested for mycoplasma contamination, when required.
Commonly misidentified lines<br>(See ICLAC register)	Name any commonly misidentified cell lines used in the study and provide a rationale for their use.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	For most experiments, 8-week-old female mice (C57BL6/J) were used. For Hnf4a cKO mice, mice with a tamoxifen inducible, Albumin promoter-driven Cre (Alb-CreERT2) were crossed with Hnf4afl/fl mice.
Wild animals	N/A
Reporting on sex	Female
Field-collected samples	N/A
Ethics oversight	Animal work was approved by the Animal Care Committee (University of British Columbia) and National Cancer Institute Animal Care and Use Committee

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.
Novel plant genotypes	Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.
Authentication	Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211123
Files in database submission	1-WT-liv1-H3K4me1-Jan-22-2020_S7_L001_R1_001.fastq.gz<br>1-WT-liv1-H3K4me1-Jan-22-2020_S7_L002_R1_001.fastq.gz<br>1-WT-liv1-H3K4me1-Jan-22-2020_S7_L003_R1_001.fastq.gz<br>1-WT-liv1-H3K4me1-Jan-22-2020_S7_L004_R1_001.fastq.gz<br>1-WT-liv1-H3K4me1-Jan-22-2020_S21_L001_R1_001.fastq.gz<br>1-WT-liv1-H3K4me1-Jan-22-2020_S21_L002_R1_001.fastq.gz<br>1-WT-liv1-H3K4me1-Jan-22-2020_S21_L003_R1_001.fastq.gz<br>1-WT-liv1-H3K4me1-Jan-22-2020_S21_L004_R1_001.fastq.gz<br>8-KO-liv5-H3K4me1-Jan-22-2020_S8_L001_R1_001.fastq.gz<br>8-KO-liv5-H3K4me1-Jan-22-2020_S8_L002_R1_001.fastq.gz<br>8-KO-liv5-H3K4me1-Jan-22-2020_S8_L003_R1_001.fastq.gz<br>8-KO-liv5-H3K4me1-Jan-22-2020_S8_L004_R1_001.fastq.gz<br>8-KO-liv5-H3K4me1-Jan-22-2020_S22_L001_R1_001.fastq.gz

8-KO-liv5-H3K4me1-Jan-22-2020_S22_L002_R1_001.fastq.gz
 8-KO-liv5-H3K4me1-Jan-22-2020_S22_L003_R1_001.fastq.gz
 8-KO-liv5-H3K4me1-Jan-22-2020_S22_L004_R1_001.fastq.gz
 WTLiver-ATAC_S3_L001_R1_001.fastq.gz
 WTLiver-ATAC_S3_L002_R1_001.fastq.gz
 WTLiver-ATAC_S3_L003_R1_001.fastq.gz
 WTLiver-ATAC_S3_L004_R1_001.fastq.gz
 KOliver-ATAC_S4_L001_R1_001.fastq.gz
 KOliver-ATAC_S4_L002_R1_001.fastq.gz
 KOliver-ATAC_S4_L003_R1_001.fastq.gz
 KOliver-ATAC_S4_L004_R1_001.fastq.gz
 C-T-WTLiver-H3K27ac_S13_L001_R1_001.fastq.gz
 C-T-WTLiver-H3K27ac_S13_L002_R1_001.fastq.gz
 C-T-WTLiver-H3K27ac_S13_L003_R1_001.fastq.gz
 C-T-WTLiver-H3K27ac_S13_L004_R1_001.fastq.gz
 C-T-KO-liver-H3K27ac_S14_L001_R1_001.fastq.gz
 C-T-KO-liver-H3K27ac_S14_L002_R1_001.fastq.gz
 C-T-KO-liver-H3K27ac_S14_L003_R1_001.fastq.gz
 C-T-KO-liver-H3K27ac_S14_L004_R1_001.fastq.gz
 C-T-WT-liver-MLL4_S17_L001_R1_001.fastq.gz
 C-T-WT-liver-MLL4_S17_L002_R1_001.fastq.gz
 C-T-WT-liver-MLL4_S17_L003_R1_001.fastq.gz
 C-T-WT-liver-MLL4_S17_L004_R1_001.fastq.gz
 C-T-KO-liver-MLL4_S18_L001_R1_001.fastq.gz
 C-T-KO-liver-MLL4_S18_L002_R1_001.fastq.gz
 C-T-KO-liver-MLL4_S18_L003_R1_001.fastq.gz
 C-T-KO-liver-MLL4_S18_L004_R1_001.fastq.gz
 Control-H3K4me1-2-5_S16_L001_R1_001.fastq.gz
 Control-H3K4me1-2-5_S16_L002_R1_001.fastq.gz
 Control-H3K4me1-2-5_S16_L003_R1_001.fastq.gz
 Control-H3K4me1-2-5_S16_L004_R1_001.fastq.gz
 HNF4A-OE-H3K4me1-2-6_S18_L001_R1_001.fastq.gz
 HNF4A-OE-H3K4me1-2-6_S18_L002_R1_001.fastq.gz
 HNF4A-OE-H3K4me1-2-6_S18_L003_R1_001.fastq.gz
 HNF4A-OE-H3K4me1-2-6_S18_L004_R1_001.fastq.gz
 C-T-C-3T3-H3K27ac_S8_L001_R1_001.fastq.gz
 C-T-C-3T3-H3K27ac_S8_L002_R1_001.fastq.gz
 C-T-C-3T3-H3K27ac_S8_L003_R1_001.fastq.gz
 C-T-C-3T3-H3K27ac_S8_L004_R1_001.fastq.gz
 C-T-OE3T3-H3K27ac_S9_L001_R1_001.fastq.gz
 C-T-OE3T3-H3K27ac_S9_L002_R1_001.fastq.gz
 C-T-OE3T3-H3K27ac_S9_L003_R1_001.fastq.gz
 C-T-OE3T3-H3K27ac_S9_L004_R1_001.fastq.gz
 C-T-C3T3-MLL4_S9_L001_R1_001.fastq.gz
 C-T-C3T3-MLL4_S9_L002_R1_001.fastq.gz
 C-T-C3T3-MLL4_S9_L003_R1_001.fastq.gz
 C-T-C3T3-MLL4_S9_L004_R1_001.fastq.gz
 C-T-OE3T3-MLL4_S10_L001_R1_001.fastq.gz
 C-T-OE3T3-MLL4_S10_L002_R1_001.fastq.gz
 C-T-OE3T3-MLL4_S10_L003_R1_001.fastq.gz
 C-T-OE3T3-MLL4_S10_L004_R1_001.fastq.gz
 3T3-ATAC-ctrl_S20_L001_R1_001.fastq.gz
 3T3-ATAC-ctrl_S20_L002_R1_001.fastq.gz
 3T3-ATAC-ctrl_S20_L003_R1_001.fastq.gz
 3T3-ATAC-ctrl_S20_L004_R1_001.fastq.gz
 3T3-ATAC-HNF4AOE_S19_L001_R1_001.fastq.gz
 3T3-ATAC-HNF4AOE_S19_L002_R1_001.fastq.gz
 3T3-ATAC-HNF4AOE_S19_L003_R1_001.fastq.gz
 3T3-ATAC-HNF4AOE_S19_L004_R1_001.fastq.gz

Genome browser session
(e.g. [UCSC](#))

N/A

Methodology

Replicates

Chip-seq, CUT&Tag, and ATAC-seq all only had a single replicate. RNA-seq samples were done in triplicate (biological replicates).

Sequencing depth

WT-liver-H3K4me1-ChIP 29,127,167
 KO-liver-H3K4me1-ChIP 64,449,569
 WT-liver-ATAC 19,370,282
 KO-liver-ATAC 17,985,328
 WT-liver-H3K27ac-CT 6,230,541
 KO-liver-H3K27ac-CT 8,089,727
 WT-liver-MLL4-CT 3,665,739
 KO-liver-MLL4-CT 4,198,815

	3T3 HNF4a-CT 5,770,512<br>3T3 Control-H3K4me1-CT 8,066,322<br>3T3 HNF4OE-H3K4me1-CT 13,688,62<br>3T3 Control-H3K27ac-CT 7,293,180<br>3T3 HNF4OE-H3K27ac-CT 6,174,401<br>3T3 Control-MLL4-CT 7,073,950<br>3T3 HNF4OE-MLL4-CT 5,996,203<br>3T3 Control-ATAC 19,767,488<br>3T3 HNF4OE-ATAC 15,552,397
Antibodies	H3K27ac (Abcam, ab4729)<br>H3K4me1 (Diagenode, C154100037-50)<br>MLL4 (Millipore, ABE1867)<br>HNF4A (Santa Cruz, sc-8987)
Peak calling parameters	MACS2 was used to call peaks using the parameters “-p 0.01 -f BAMPE -g hs” for the CUT&RUN and CUT&Tag data, and “-p 0.01 -g hs --nomodel --shift -75 --extsize 150” for the ATAC-seq data.
Data quality	Quality was assessed by FastQC.<br>All reads were mapped to the mm10 genome using the BWA-MEM aligner version 1.1.4<br>Duplicate reads were marked by Picard v2.1.1<br>BAM files were filtered using the encode_task_filter.py script from the ENCODE chip-seq-pipeline2.<br>MACS2 was used to call peaks using the parameters “-p 0.01 -f BAMPE -g hs” for the CUT&RUN and CUT&Tag data, and “-p 0.01 -g hs --nomodel --shift -75 --extsize 150” for the ATAC-seq data.<br>All bed and bw files were filtered using the ENCODE blacklist.
Software	FastQC<br>BWA-MEM aligner 1.1.4<br>Picard 2.1.1<br>MACS2<br>SAMtools<br>MACS2 bdgcmp (using fold enrichment option for ATAC-seq data)<br>Bedtools<br>deepTools<br>Cistrome (SitePro for profile plots)<br>Galaxy<br>IGV<br>Motif analysis: Seqpos<br>ChAsE<br>GREAT (gene associations)

How the deposited data were processed for this re-analysis (not part of the article)

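RNA-seq comparisons of livers and of 3T3 cells were analysed, 3 *Hnf4a* cKO livers on day 7 of tamoxifen against 3 control livers, and 3 samples of HNF4A EE 3T3 cells 72 h after transduction against 3 samples with the empty vector. The authors aligned the reads to mm10 with STAR and calculated FPKM with Cufflinks, for which the submitters' processing notes give versions 2.5.0b and 2.2.1. The gene annotation, the strand setting and the scaling between libraries are not given in the sources used here. The layout of both tables is that of Cuffdiff, the comparison program of Cufflinks. Each gives 1 FPKM per gene and group as the authors' value for the group, and the authors' p-value and q-value for the difference. FPKM divides by transcript length and by the reads of the library, so a few abundant genes that fall can raise all others. The median ratio of all expressed genes is given beside the counts, but a scaling that centres typical genes would set it near 0, so it does not measure a shift of all genes.

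The table of the livers holds 24340 gene entries, of which the authors tested 12208, gave 12131 as not tested and gave 1 another status. In the table of the 3T3 cells 11278 were tested and 13062 were not. In each table 101 entries name several genes whose reads the authors did not separate. The authors' p is never below 5e-05, a value that 3381 liver genes and 6658 genes of the 3T3 cells share. The tables give no counts, and FPKM above 0 reach below 1e-06 (24 values in control livers, 38 in cKO livers, 25 in control cells and 30 in HNF4A EE cells), so whole reads could not be recovered and the depth per sample is unknown. With 1 value per group, no SD, interval or test across samples could be computed, and the replicate spread enters only through the authors' p.

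From the FPKM the log2 ratio over control was computed for each gene, since the deposited column of log2 fold changes holds cells that are not numbers. A gene was counted as higher or lower when the authors' p was under 0.05 and the log2 ratio was at or beyond 0.5, as in the paper's methods. A gene at 0 FPKM in 1 group is described as listed at 0, and no fold is given against it. In the livers 39 tested genes are listed at 0 in a group, 32 of them among the changed, and in the 3T3 cells 74 and 58. For each gene list, members were matched by symbol, the median log2 ratio of FPKM + 1 over tested members was taken, and its percentile was found among 10000 random lists with the same number of genes in each of 20 bins of mean expression. A gene near 0 in control cells could be tested if it rose and go untested if it stayed near 0. Values over tested members of the 3T3 lists may therefore lean upwards. The same may hold for liver lists with untested members. The p-values were also adjusted over the list alone by the method of Benjamini and Hochberg. Calls of the 2 tables were compared by a two-sided Fisher's exact test over the genes tested in both. Gene coordinates are from GENCODE on GRCm38, the assembly also called mm10.

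The genes named were chosen by a rule written in advance. They are every gene the paper names for RNA expression, the 10 highest and 10 lowest log2 ratios among changed genes with an FPKM of 1 or more in both groups, the 5 genes with the highest control FPKM, and up to 4 members of each list with the largest changes and an FPKM of 5 or more in either group. Some genes that this rule takes are not reported here. The first entries of Supplementary Data 1 and 2 and Fig. 3e had been seen when that rule and the gene lists were written. The shared genes of the 2 tables were ranked by the smaller of their changes. Which of them to name, and the limit of the ranking to genes above 0 FPKM, were chosen after their values were seen. Other choices made after the values were seen are the matching of list members to entries that name several genes, the range of 2.5 to 97.5 percent that sets a list apart, and the rule that picked the lists singled out in the closing section. Lists were written from general knowledge of the tissue and cells, apart from the 2 of Fig. 3e and the genes the paper names. Some share members, among them 15 of the 23 liver-enriched transcription factors, which are also in the list of transcription factors of epithelial or endodermal fate.

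The steps were tested on simulated data. Among 12179 simulated liver genes and 11212 simulated genes of the 3T3 cells, 200 were given log2 changes of 1 or 2 in either direction with a small p, and all 200 were called in each, with 0 unchanged genes called. Since the p-values were set by the simulation, this tested how calls are made and not the power to find a change. All 20 lists raised by 0.5 lay above the range of 2.5 to 97.5 percent. Of 200 random lists 3 lay outside it for the livers and 12 for the cells. The spread of the simulated log2 ratios was also set by the simulation, and some real lists had only 3 tested members. The raised lists therefore tested how a list is placed and not the power to set a real list apart. The copies of Supplementary Data 1 and 2 used here hold the first 1998 and 1997 genes and lack 22343 lines each, so no set was taken from them, and all the FPKM they hold equal those analysed. For each count over all tested genes, 8 alternatives were run. They changed p or q, the size of the change, low values, the pseudocount, the scaling, genes at 0 and the side of the threshold. Counts of list members were run under 3 other scales of the ratio. The gene lists of HBRs, of their 3 sets in liver and of the regions shared by both systems were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.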

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

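The rule that singled out these lists, at least 75% of 5 or more tested members moving 1 way with a median outside the central 95% of random lists, and the test of a shift by the number of lists outside that range were chosen after the values were seen, whereas the other tests of explanations were written earlier. The paper does not report the expression of these groups, although 7 of the 12 genes listed for stellate cells and fibroblasts are also in the list of mesenchymal and matrix genes, a class it does discuss. Adjusted over the list alone, the counts of all these lists are the same. In cKO livers, genes of gluconeogenesis, glycogen and fructose metabolism had a median log2 ratio of −1.28. Of 14 female-biased liver genes 12 were lower, with a median of −5.10, including *Cyp2c69* (from 279.9 to 0.329 FPKM), *Hao2* (from 60.1 to 0.244) and *Cyp3a16* (from 180.4 to 0.904). Of 11 tested male-biased genes 9 were lower too, with a median of −1.82, including *Slco1a1* (from 39.1 to 0.203), *Mup20* (from 12.2 to 0.273) and *Serpina1e* (from 114 to 26.9). In HNF4A EE cells the lists of cholesterol synthesis (median −1.66), cell cycle (median −1.18) and stellate cells and fibroblasts (median −3.34, 5 of 6 tested genes lower, or 4 where 1 is added to each FPKM) were lower, and those of the interferon response (median 2.35) and immediate early genes (median 1.22) were higher.

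A lower share of hepatocytes in cKO livers, as the only cause, would lower their abundant genes alike. But the log2 ratios of the 100 genes with the highest control FPKM had an interquartile range of 1.84. These 100 were taken by FPKM alone, so genes that other cells also express could widen this range. The medians of the macrophage, endothelial, stellate cell and cholangiocyte lists, which it would raise alike, were −0.08, −0.46, −0.50 and 0.51, and spanned 1.01. The cholangiocyte list shares 2 of its 10 genes with the liver-enriched transcription factors. Whether a lower share adds to the reductions stays open, since loss of HNF4A could spread these values too. A shift of all genes by the normalization, as the only cause, would move random lists of similar expression too, but 27 of the 38 lists with a median lay outside the central 95% of theirs. These 27 include the list of HNF4A-bound genes that the paper names, and some lists share members. Whether a shift adds to the reductions stays open, since the scaling between libraries is not given and may itself have set the median of all expressed genes, −0.0067, near 0, while *Xist* (log2 ratio 0.95, 62.0 and 119.5 FPKM) with 4 Y-linked genes listed at 0 in both groups argues against different sexes, the paper giving female mice. A different time of day stays open, since *Arntl* and *Npas2* moved against *Dbp*, *Nr1d1*, *Nr1d2*, *Per2* and *Per3* by at least 1.89 each, as it requires, and the median absolute log2 ratio of the clock genes was 2.18. Loss of HNF4A itself may have moved the clock genes, and it was not separated from tamoxifen, which the controls did not receive. If the controls were Cre-negative, as the methods give, the loss of HNF4A was not separated from Cre either.

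In HNF4A EE cells 13 of the 28 lists with a median lay outside the central 95% of their random lists, which a shift of all genes by the normalization, as the only cause, would not give. These 13 include the mesenchymal genes of Fig. 3e, shown by the study for these samples, and some lists share members. A shift in addition stays open here as well, as the median of −0.0092 over all expressed genes may come from the scaling. All 15 tested interferon genes passed in 1 direction and the cell cycle list had a median of −1.18, so an interferon response to the lentivirus and a lower share of dividing cells stay open as a part of the changes. Control cells received lentivirus too, so the interferon genes could reflect a different dose of virus, the transgene or HNF4A, and neither the dose nor the share of dividing cells was measured in these files.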

How the results depend on the processing

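The alternatives for the counts of list members, the range of percentiles and the shift of 0.1 by which lists and medians were compared were chosen after the values were seen, and the other alternatives were set in advance. The counts of higher and lower genes stayed within 1.5 times of those reported under 7 of the 8 alternatives. With a log2 ratio at or beyond 1, the genes lower in cKO livers numbered 1317, the genes higher in cKO livers 1061, the genes downregulated in HNF4A EE 3T3 cells 1172 and the genes upregulated in HNF4A EE 3T3 cells 1352, since this threshold admits fewer genes. The odds ratio of the overlap between genes lower in cKO livers and upregulated in HNF4A EE cells ranged from 1.99 to 3.75, the latter with 192 shared genes at a log2 ratio at or beyond 1. Among list values under alternatives, 194 stayed on their side, 2 came inside the central range (lymphoid cells in liver at an FPKM of 1 or more, and transporters in 3T3 cells with 0.1 added) and 1 left it (fetal liver genes in liver at an FPKM of 1 or more). Among values of named genes, 542 stayed on their side and 4 no longer passed with 1 added to each FPKM (*Mmp2* and *Tgfb3* in liver, *Slc37a4* and *Tet3* in 3T3 cells), and no direction was reversed. Of the counts of list members under 3 scales of the ratio, 323 stayed within 1.5 times and 7 moved, 6 of them with 1 added to each FPKM (mesenchymal genes of Fig. 3e and, both ways, those outside it, and lymphoid genes, in liver, fatty acid synthesis and TET enzymes in 3T3 cells) and 1 after centring (transcription factors of epithelial fate in 3T3 cells). No paired analysis was possible because the tables give 1 value per group. For the same reason no replicate could be left out and no other split of the samples could be made. The depth is unknown, so what it limits for low genes cannot be given.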

Differences from the paper's values

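The by-eye tolerance of 0.2 for bars of Fig. 3e was chosen after the values were seen. The log2 ratio of *Cdh2* in HNF4A EE cells is about −3.6 in Fig. 3e of the paper, read by eye, and −0.55 here. Both alternatives set before the data were examined for this value differ from the paper's as well, with −0.54 after centring on the median of expressed genes and −0.53 with 1 added to each FPKM. The FPKM of the paper's Supplementary Data 2 also give −0.55. The other bars of Fig. 3e lie within the tolerance, apart from *Hnf4a*, read only to the whole number as about 11 in Fig. 3e and 11.43 here.

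The paper gives 5349 differentially expressed genes in HNF4A EE cells, 2668 upregulated and 2681 downregulated. At its stated thresholds the values here are 5504, 2777 and 2727, which differ by less than 1.5 times, and none of the 8 alternatives gives the paper's numbers.

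The paper names *Id3* among the upregulated epithelial genes. Its log2 ratio here is 0.45, which is above 0 but under the paper's threshold, while the other 4 epithelial genes of Fig. 3e pass it. The bar of *Id3* in Fig. 3e reads about 0.4 by eye, so the value itself does not differ from the paper's.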

Other observations

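The tests of overlap in the 3 other pairs of directions were chosen after the overlap of reduced liver genes was seen. Genes of growth and stress were higher in cKO livers. Of 25 tested cell cycle genes 18 were higher and none lower (17 higher adjusted over the list alone), including *Myc* (from 1.10 to 6.62 FPKM), *Rrm2* (from 1.94 to 10.5) and *Ccnd1* (from 59.0 to 105). Of 12 p53 targets 8 were higher, including *Phlda3* (from 0.864 to 13.0), and 1, *Perp*, was lower (from 79.6 to 4.52). The unfolded protein and integrated stress response had 11 higher and none lower of 16, with the chaperone *Hspa5* from 491 to 1747 and *Ddit3* from 13.7 to 46.7. Acute phase genes had 11 higher and 3 lower of 18, with *Hp* from 1747 to 7016, *Lcn2* from 23.6 to 124 and *Apcs* from 242 to 56.3. The medians of these 4 lists, 0.91, 1.01, 0.87 and 0.92, lay at percentile 100 of their random lists. Immediate early genes had 6 higher and 1 lower of 10 tested, with *Egr1* from 1.35 to 28.2 and *Jun* from 4.84 to 11.9. Of 12 tested fetal liver and liver cancer genes 6 were higher (5 adjusted over the list alone), including *Tff3* (from 1.05 to 11.7). Of 20 interferon genes 3 were higher and 5 lower. The medians of the fetal liver and interferon lists lay inside the central 95% of random lists. Where no other count is given, the counts of the lists in this part are the same adjusted over the list alone.

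Epithelial genes moved both ways in cKO livers. Of 30 tested junction and keratin genes 9 were higher, including *Cdh1*, which encodes E-cadherin (from 7.99 to 22.9 FPKM), and 10 lower, including *Cldn2* (from 21.4 to 1.74). Of 24 tested transcription factors of epithelial or endodermal fate 11 were lower and 6 higher. *Foxa2* went from 21.0 to 12.1, *Foxa3* from 35.5 to 53.4, and *Foxa1*, at 7.91 and 6.30, did not pass. Of the 12 mesenchymal genes of Fig. 3e tested in liver 3 were higher and 2 lower (2 higher adjusted over the list alone, 1 where 1 is added to each FPKM), and of its 5 epithelial genes 2 were higher and 1 lower. Of 25 tested mesenchymal and matrix genes outside Fig. 3e 10 were lower, including *Postn* (from 5.74 to 2.19), and 2 higher, or 5 and 1 where 1 is added to each FPKM. In the MLL4 complex *Kdm6a*, which encodes UTX, was higher (from 5.64 to 9.62) and the other 9 genes did not pass, nor did the 4 tested genes for p300, CBP and TET enzymes. Of 12 housekeeping genes 3 were higher, 2 lower and 7 did not pass. Of the lists in this paragraph, the transcription factors (percentile 0.120) and the mesenchymal and matrix genes outside Fig. 3e (percentile 1.68) had a median outside the central 95% of random lists.

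In HNF4A EE cells the unfolded protein and integrated stress response had 9 upregulated and none downregulated of 14 tested genes, with *Ppp1r15a* from 11.3 to 72.9 FPKM and *Ddit3* from 16.0 to 92.3. Of 7 tested acute phase genes 4 rose, including *Mt2* (from 149 to 484), and 1 fell. Of 11 tested p53 targets 5 rose, including *Gdf15* (from 3.85 to 79.2), and 3 fell, including *Sesn1* (from 7.71 to 3.73). Of 4 tested macrophage genes 3 rose, including *Cd14* (from 12.1 to 60.9). Of 10 tested fetal liver and liver cancer genes 3 fell, including *Pkm* (from 1356 to 465), and 1 rose. Of 12 housekeeping genes 4 fell, including *Pgk1* (from 236 to 94.5), and *B2m* rose (from 329 to 1014). Of 5 tested genes of bile acid synthesis 2 rose and 1 fell, and of 6 tested genes of the urea cycle and amino acid breakdown 2 rose and 1 fell. The medians of the p53, fetal liver, housekeeping, bile acid, urea cycle and cholangiocyte lists lay inside the central 95% of random lists. Both tested cholangiocyte genes that passed fell, *Spp1* (from 425 to 37.7) and *Cd24a* (from 11.8 to 6.91). Of neutrophil genes only *S100a8* was tested and it rose, though not with the authors' q under 0.05, and the 2 tested endothelial genes did not pass. No lymphoid, erythroid, female-biased or male-biased gene was tested.

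*Aqp1*, a water channel that the paper follows by RT-qPCR in shRNA-treated cells, rose from 80.0 to 658 FPKM in HNF4A EE cells and fell from 63.1 to 36.0 in cKO livers, in tables normalized separately. Among the 9907 genes tested in both tables, 568 were higher in cKO livers and downregulated in HNF4A EE cells, where independent lists would share 415 (odds ratio 1.71, two-sided Fisher's exact test p = 5.32e-20). Genes that moved the same way in both were fewer than independent lists give, with 338 lower in both against 381 (odds ratio 0.833, Fisher's exact test p = 0.00595) and 400 higher in both against 439.7 (odds ratio 0.861, Fisher's exact test p = 0.0166). A gene called in 1 direction in a table cannot be called in the other, so more opposite moves leave fewer genes to move the same way. The lower numbers of genes that moved the same way are therefore not separate evidence. Genes are not independent replicates, so all these overlap values describe the lists, and they too depend on which genes were tested.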
